# *shox2* is required for vestibular statoacoustic neuron development

**DOI:** 10.1242/bio.059599

**Published:** 2023-01-03

**Authors:** Alejandra S. Laureano, Kathleen Flaherty, Anna-Maria Hinman, Azadeh Jadali, Tetsuya Nakamura, Shin-ichi Higashijima, Hatim E. Sabaawy, Kelvin Y. Kwan

**Keywords:** Inner ear, Vestibular neuron, Statoacoustic ganglion neuron

## Abstract

Homeobox genes act at the top of genetic hierarchies to regulate cell specification and differentiation during embryonic development. We identified the short stature homeobox domain 2 (*shox2*) transcription factor that is required for vestibular neuron development. *shox2* transcripts are initially localized to the otic placode of the developing inner ear where neurosensory progenitors reside. To study *shox2* function, we generated CRISPR-mediated mutant *shox2* fish. Mutant embryos display behaviors associated with vestibular deficits and showed reduced number of anterior statoacoustic ganglion neurons that innervate the utricle, the vestibular organ in zebrafish. Moreover, a *shox2*-reporter fish showed labeling of developing statoacoustic ganglion neurons in the anterior macula of the otic vesicle. Single cell RNA-sequencing of cells from the developing otic vesicle of *shox2* mutants revealed altered otic progenitor profiles, while single molecule *in situ* assays showed deregulated levels of transcripts in developing neurons. This study implicates a role for *shox2* in development of vestibular but not auditory statoacoustic ganglion neurons.

## INTRODUCTION

Homeobox genes are master regulators in genetic hierarchies and regulate aspects of cell fate and differentiation in animals. These proteins are sequence-specific DNA binding proteins that control gene expression and display complex expression patterns in embryonic tissues. Combinatorial interactions among transcription factors forms genomic regulatory networks during development and are critical for tissue differentiation (Davidson et al., 2002). We identified the zebrafish *short stature homeobox domain 2* (*shox2*) gene as an early expressing transcription factor in the developing inner ear. The human SHOX (short stature homeobox) gene family consists of two members, SHOX and SHOX2. Intriguingly, a SHOX ortholog does not exist in the murine genome. Mice have lost *Shox* along with other pseudoautosomal genes but retain the *Shox2* paralog (Gianfrancesco et al., 2001). In zebrafish, both *shox* and *shox2* are present. These two zebrafish genes exhibit overlapping and distinct expression patterns in many developing organs. Using *in situ* hybridization, *shox2* is detected in the otic placode, diencephalon, cranial ganglion neurons, hindbrain, and optic tectum (Thisse and Thisse, 2004). While *shox2* expression has been identified in the zebrafish inner ear, its functional role in the inner ear has not been described.

The zebrafish inner ear develops from the otic placode, a thickened epithelial structure adjacent to rhombomeres 5 and 6 in the caudal region of the hindbrain. The otic placode then cavitates to form the otic vesicle. Secreted factors from hindbrain and mesenchyme provide inductive signals to mediate inner ear development (Haddon and Lewis, 1996). Fibroblast growth factor (Fgf), and Hedgehog signaling provide cues to pattern the otic vesicle and establish the neurosensory domain (Hammond et al., 2003; Hammond and Whitfield, 2011; Hans et al., 2007). Development of neurosensory progenitors rely on highly conserved network of transcription factors during statoacoustic ganglion neurons (SAG) development (Chatterjee et al., 2010); 2015; Schimmang, 2013). Subsequent diversification of progenitors into distinct inner ear cell types is a key step for inner ear function. The otic epithelium initially segregates into two independent domains, a neurosensory competent domain and a non-neural domain (Abello and Alsina, 2007; Gálvez et al., 2017). Neurosensory progenitors become either neuronal or sensory precursors. Once neuronal progenitors have delaminated, the remaining progenitors in the otic epithelium develop into either sensory hair cells or supporting cells. The transcription factors *foxi1* and *dlx3b/4b* play a role in acquiring neuronal or sensory competence and establishing the neurosensory competent domain starting at 12 h post-fertilization (hpf) (Hans et al., 2007; Solomon et al., 2003). Embryos with homozygous deletion of *dlx3b*/*4b*, and *sox9a* lose all otic sensory lineages but maintain otic neuroblast markers in remaining otic cells (Hans et al., 2007; Liu et al., 2003). Additional knockdown of *sox9b* shows a complete loss of residual otic cells and implicates *sox9b* in otic neurogenesis (Liu et al., 2003). After establishment of competence, neurogenesis begins ∼15 hpf with the specification of neural precursors (Radosevic et al., 2014). Development proceeds as neuroblasts are specified and migrate starting at 22 hpf (Haddon and Lewis, 1996; Whitfield et al., 2002). Delaminated neuroblasts differentiate into post-mitotic statoacoustic (VIIIth) ganglia (SAG) that extend peripheral projections to the sensory hair cells and central nervous system targets. These events are marked by the expression of *neurogenin1* (*neurog1*) in the anteroventral quadrant of the otic vesicle where the neurogenic domain resides (Andermann et al., 2002; Ma et al., 1998; Raft and Groves, 2015). *neurog1* expression is followed by *neurod1* expression in delaminating progenitors. Delamination from the floor of the otic vesicle ends at ∼42 hpf. *neurod1* expressing neuroblasts proliferate and migrate medially with respect to the otic vesicle before exiting the cell cycle, this process has been dubbed transit-amplification. The expression of *isl1/isl2b* characterizes the maturation stage of otic neurons. The stages of transient-amplification and maturation peak at 48 and 72 hpf, respectively (Vemaraju et al., 2012).

In this study, we generated a *shox2* mutant fish, identified the cell types that express *shox2* during inner ear neurosensory development by comparing fluorescent reporters and defined the functional consequences of ablating *shox2*. Single cell RNA-seq (scRNA-seq) and single molecule fluorescence *in situ* hybridization (smFISH) showed that deleting shox2 alters the otic progenitor population and decreases the number of vestibular but not auditory SAG neurons.

## RESULTS

### shox2 is expressed in early developing zebrafish inner ear

To confirm the expression of *shox2* at early stages of otic development, *in situ* hybridization was done. *shox2* transcripts were probed in the developing zebrafish embryos at the 18-somite stage when the otic placode appears and later time points at 18, and 24 hpf. *shox2* expression has been reported to start at 16 hpf in the otic placode and is robustly detected in the diencephalon at these time points (Thisse and Thisse, 2008). In the developing inner ear, at the 18-somite stage, *shox2 in situ* hybridization signal was observed in cells that reside in the otic placode (Fig. S1A). At 18 hpf, *shox2* transcripts were detected at the antero and posteroventral area of the hollowing otic vesicle (Fig. S1C). At 24 hpf, in the developing inner ear, *shox2* transcript were present in the statoacoustic ganglion, anterior and posterior lateral line ganglia (Fig. S1C). The expression of *shox2* at early inner ear developmental time points suggest that *shox2* is present in the otic placode and could contribute to development of inner ear cell types. To determine whether *shox2* functions in development of the inner ear, a *shox2* mutant fish was generated.

### Generation of shox2 mutant fish

To establish the function of *shox2* during otic development, a loss-of-function *shox2* mutant zebrafish line was generated using CRISPR/Cas9 genome editing. The homeobox domain in the Shox2 protein is essential for DNA binding and subsequent function of the protein to regulate transcription. Deletion of just the homeobox domain may lead to aberrant gene products that retain activity and act as dominant negatives. Instead, exons 1 and 2 of the *shox2* gene were targeted for deletion to ensure that transcription and translation of the protein is disrupted early in the coding sequence so that little to no protein would be made. Two distinct sgRNAs were designed to cleave within exon 1 and 2 (Fig. 1A). Repair and joining of the cleaved sites generated several *shox2* deletion alleles. One of the mutant alleles, *shox2*^Δ*a*^, hereafter referred to as *shox2*^Δ^, was identified and validated by Sanger sequencing. The shox2^Δ^ allele contains a ∼1.6 kilobase pairs (kb) deletion (Δ) of the predicted exons 1 and 2 regions in *shox2* and produced an early stop codon (Fig. 1A). To identify the genotype of zebrafish, primer pairs that anneal specifically to *shox2^+^*and *shox2*^Δ^ alleles were designed for PCR genotyping. Incrossing of *shox2*^Δ*/+*^ heterozygotes in a mixed genetic background produced a cohort of wild-type, heterozygote and mutant embryos as detected by PCR genotyping (Fig. 1B). The incrosses showed a near Mendelian ratio of wild-type (28.2±1.6%), heterozygote (50.7±2.7%) and mutant fish with a slight reduction in the percentage of *shox2*^Δ*/*Δ^ (21.1±4.8%) embryos that survived to 5 dpf. After allowing the cohort of fish to mature to 2 months of age, wild type and heterozygotes survived, but no adult mutant *shox2*^Δ*/*Δ^ fish could be identified (Fig. S2A). Incrosses of *shox2*^Δ*/+*^ heterozygotes in an isogenic background (EKW) only had wild-type (23.4±4.4%) and heterozygote (76.6±4.4%) fish at 5 dpf. At 2 months of age, wild-type and heterozygotes constituted the cohort (Fig. S2B). These results suggest that *shox2* is essential for embryonic development and survival of fish. Moreover, differences in embryonic survival in dissimilar genetic backgrounds suggest the potential presence of modifier genes.

**Fig. 1.**
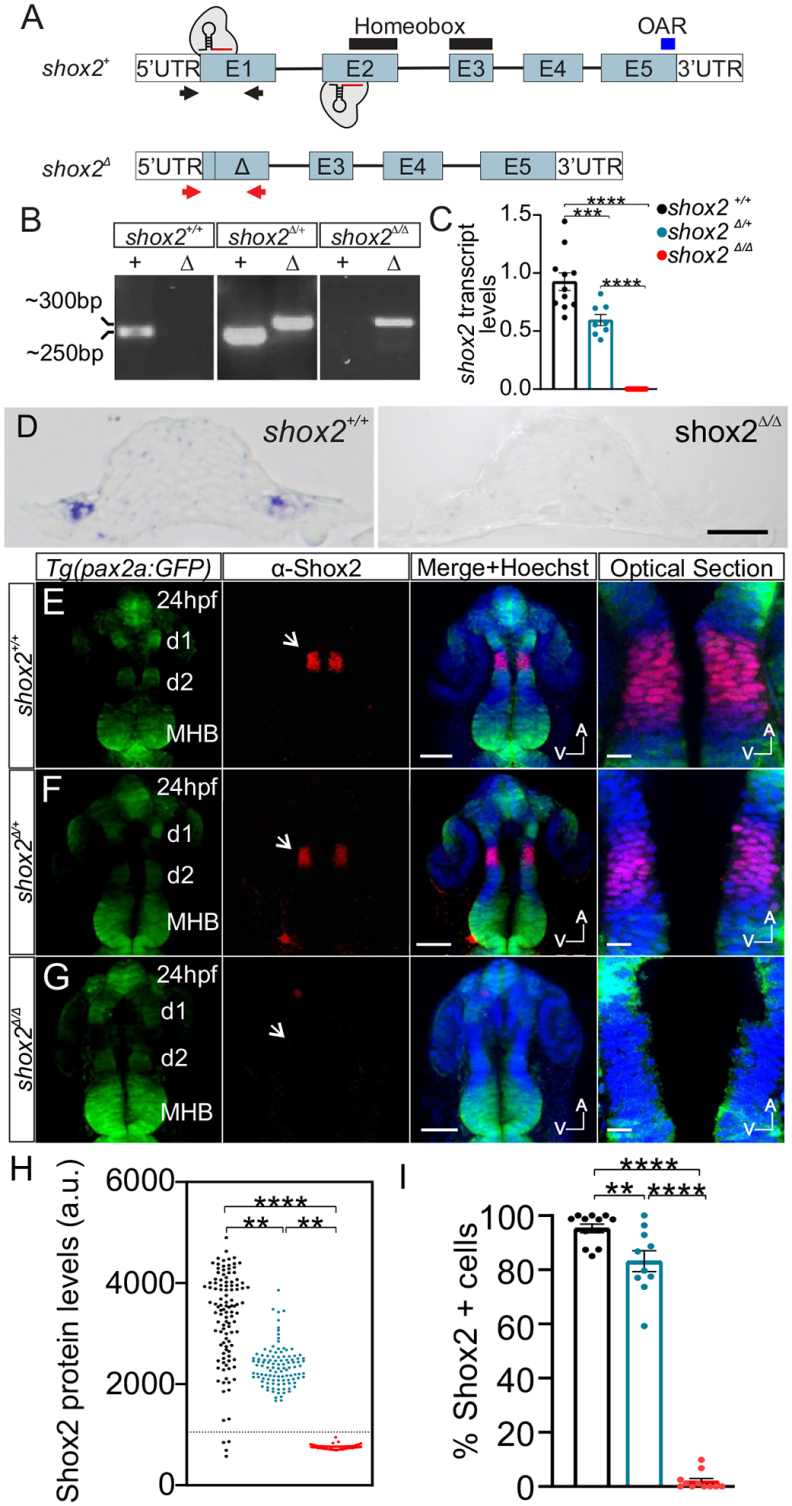
**Generating *shox2* mutant zebrafish.** (A) Genomic representation of wild-type *shox2* (*shox2^+^*) gene containing five exons (E1-5), 5′ and 3′ untranslated regions (UTRs). Black lines above exons 2 and 3 demarcate the coding region for the homeobox domain. The blue line above exon 5 marks the otp, aristaless, and rax (OAR) domain. Black arrows represent the approximate primer binding sites utilized for PCR genotyping of *shox2^+^*. The *shox2* null allele was generated using two CRISPR/Cas9 sgRNAs complexes that bind and cleave in exons 1 and 2. Repair and joining of the two cut sites deleted genomic DNA containing parts of exon1 and 2 to create the *shox2* null allele (*shox2*^Δ^). Red arrows denote the approximate binding site of primer pairs for PCR genotyping of *shox2*^Δ^. (B) *shox2*^Δ^ (Δ) and *shox2^+^* (+) PCR products using DNA obtained from *shox2^+^*^/+,^ *shox2*^Δ*/+,*^ and *shox2*^Δ*/*Δ^ embryos. (C) Quantification of *shox2* transcript levels by RT-qPCR. *shox2^+/+^* (1.00±.08; *n*=11), *shox2*^Δ*/+*^ (0.59±0.05; *n*=8) and *shox2*^Δ*/*Δ^ (0.0003±0.0001; *n*=11) embryos. Each dot represents data from an individual embryo at 24 hpf. (D) Section of the otic placode in 18 somite stage embryos after *in situ* hybridization with shox2 probe in *shox2^+/+^* and *shox2*^Δ*/*Δ^ embryos. Whole-mount immunofluorescence labeling of Shox2 on 24 hpf embryos from (E) *shox2^+/+^*, (F) *shox2*^Δ*/+*^ and (G) *shox2*^Δ*/*Δ^ larva in the *Tg(pax2a: GFP)* reporter background. Fluorescent images from *Tg (pax2a: GFP)* (green) reporter, Shox2 (red) immunostaining, merged image with Hoechst (blue). Magnified images show optical sections of merged images. Arrows point to the diencephalic region with Shox2 expression. Optical sections of the region flanked by d1 and d2 containing nuclear Shox2 labeling were used for fluorescence quantification. (H) Shox2 immunofluorescence signal from individual cells taken from *shox2^+/+^* (3544±44.8 a.u., *n*=965 cells, 12 embryos), *shox2*^Δ*/a*^ (2279±32.1 a.u., *n*= 687 cells, ten embryos) and *shox2*^Δ*/*Δ^ (744.9±4.9 a.u., *n*=885 cells, 11 embryos). A threshold of two standard deviation above average background signal (1053 a.u.) was set (dotted line). Cells above the threshold were considered Shox2 positive and used for comparison. (I) Percent of Shox2 expressing cells in cohort in *shox2^+/+^* (95.3±1.6%), *shox2*^Δ*/a*^ (83.2±3.9%) and *shox2*^Δ*/*Δ^ (1.95±1.0%) larvae. Cell and embryo numbers as listed above. One-way ANOVA and Sidak multiple comparisons tests were used for statistical analysis. Values reported as mean±s.e.m. **P≤0.01, ***P≤ 0.001; ****P≤ 0.0001. d1-d2; diencephalic domain 1 and 2; MBH, mid hindbrain boundary; a.u., arbitrary units, s.e.m. standard error of the mean. Scale bars: 10 µm.

To show that the *shox2*^Δ^ mutation results in loss of *shox2* mRNA transcript, cohorts of embryos were collected and individual embryos were subjected to RT-qPCR. Individual embryos were collected at 24 hpf, total RNA was extracted and used for cDNA synthesis. cDNA obtained from individual embryos were subjected to qPCR using primers that anneal to the *shox2* cDNA. Samples were first normalized to *eef1a1l1* and relative *shox2* transcript levels from samples were compared to *shox2* levels in wild-type embryos. Primers for RT-qPCR are listed in Table 1. *shox2* transcript in *shox2*^Δ*/+*^ is reduced approximately by half relative to *shox2^+/+^* embryos (*P*<0.001), while *shox2* transcript in homozygous mutant embryos were virtually eliminated compared to both *shox2^+/+^* (*P*<0.0001) and *shox2*^Δ*/+*^ (*P*<0.0001) (Fig. 1C).

**Table 1.**
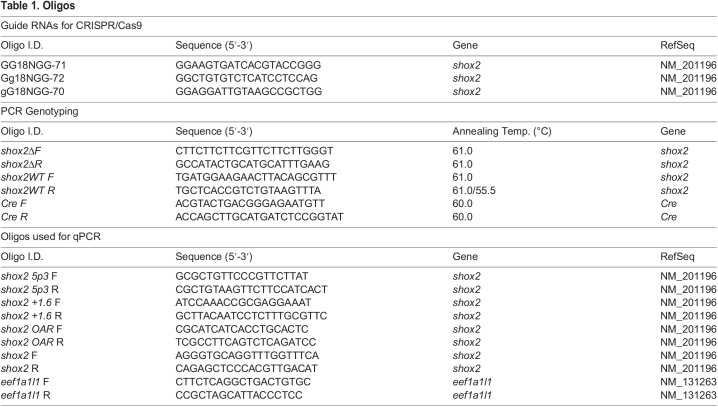
Oligos

To determine if the *shox2* transcript is absent from the otic placode, *shox2^+/+^* and *shox2*^Δ*/*Δ^ were harvested at the 18 somite stage and whole mount *in situ* hybridization performed. Sections of the embryos at the otic placode region were acquired and showed the presence of shox2 *in situ* signal at the otic placode in *shox2^+/+^* embryos but was not detected in the *shox2*^Δ*/*Δ^ embryos (Fig. 1D). To determine Shox2 protein expression levels, embryos were assessed by quantitative immunofluorescence. The diencephalon region in 24 hpf embryo was used for quantification due to the large number of cells expressing high levels of Shox2 protein. The *Tg (pax2a: GFP)* reporter was introduced to provide fluorescently labeled anatomical landmarks of the diencephalic domains 1 (d1) and 2 (d2) in order to identify and compare cells in the same region between fish of different genotypes (Picker et al., 2002). Cells expressing Shox2 protein in the developing diencephalon region flanked by d1 and d2 were detected in both *shox2^+/+^* (Fig. 1E) and *shox2*^Δ*/+*^ (Fig. 1F) but were markedly absent in *shox2*^Δ*/*Δ^ embryos (Fig. 1G). Nuclear fluorescence intensity of individual cells from the antibody labeling were used to quantify Shox2 protein levels in a cohort of embryos. Fluorescence intensity of Shox2 labeling in *Tg shox2*^Δ*/*Δ^ (744.9±4.9 a.u.) was significantly reduced when compared to either *shox2^+/+^* (3544±44.8 a.u., *P*<0.0001) or *shox2*^Δ*/+*^ (2279±32.1 a.u., *P*<0.001) embryos (Fig. 1H). Furthermore, the percentage of Shox2 expressing cells in *shox2*^Δ*/*Δ^ embryos was virtually eliminated (1.9±1.0%) when compared to *shox2^+/+^* embryos (95.3±1.6%, *P*<0.0001) and *shox2*^Δ*/+*^ embryos (83.2±3.9%, *P*<0.0001) (Fig. 1I). These data indicate that mutant *shox2*^Δ*/*Δ^ embryos lack both transcript and protein.

### shox2 null mutants display behavior associated to balance deficiencies

Hearing-specialized fish such as zebrafish use the saccule and lagena to mediate auditory function, while the utricle is used for balance (Riley and Phillips, 2003). The utricular and saccular maculae are innervated by SAG that delaminate from the anteroventral region of the otic vesicle (Haddon and Lewis, 1996). Lineage tracing showed several distinct populations of otic precursors in the developing zebrafish inner ear that become SAGs and hair cells (Sapede et al., 2012). Dye tracing experiments show two spatially segregated SAG neuronal populations, the anterior and posterior SAG innervates hair cells in the utricle and saccule, respectively (Sapede and Pujades, 2010). From our data, *shox2* expressing cells are initially detected in the otic placode where neurosensory precursors reside and continues to be expressed as precursors in the anteroventral region of the otic vesicle commit to become neuronal or sensory precursors (Sapede et al., 2012; Sapede and Pujades, 2010). To determine whether ablation of *shox2* affects balance or audition, we examined the anatomic development and performed behavioral testing on the larva.

During the larval period, zebrafish rely mostly on the utricle to detect and maintain posture (Bagnall and Schoppik, 2018; Riley and Moorman, 2000). At this developmental stage, semicircular canals do not significantly contribute to vestibular function (Lambert et al., 2008). To maintain balance and posture, the zebrafish larva counteracts gravity by inflating their swim bladders to remain buoyant (Bagnall and Schoppik, 2018). Utricular dysfunction in zebrafish results in an uninflated swim bladder (Kappler et al., 2004; Kwak et al., 2006; Riley and Grunwald, 1996; Riley and Moorman, 2000; Smith et al., 2020). The 5 dpf larvae were assessed for the presence of a swim bladder with examiners blinded to the genotype. The majority of *shox2*^Δ*/*Δ^ larvae did not have an inflated swim bladder despite the lack of gross morphological abnormalities (Fig. 2A). To determine if *shox2*^Δ*/*Δ^ larvae are delayed in swim bladder inflation, zebrafish larvae were scored daily for swim bladder inflation from 4 to 7 dpf (Fig. 2B). At 4 dpf, 72.4±13.6% of *shox2^+/+^* larvae had an inflated swim bladder. In contrast, only 19.1±8.4% (*P*<0.001) age-matched *shox2*^Δ*/*Δ^ larvae had inflated swim bladders. By 5 dpf, swim bladder inflation of *shox2^+/+^* increased to 87.5±9.2%, whereas the *shox2*^Δ*/*Δ^ population swim bladder inflation was at 23.4±6.5% (*P*<0.0001). At 6 and 7 dpf, the majority of *shox2^+/+^* larvae had an inflated swim bladder (6 dpf: 92.6±4.4% and 7 dpf: 95.0±5.1%), while low percentages of *shox2*^Δ*/*Δ^ larva have inflated swim bladders (6 dpf: 21.9±7.7%; *P*<0.0001 and 7 dpf: 24.3±9.9%, *P*<0.0001). These data suggests that *shox2*^Δ*/*Δ^ do not inflate their swim bladders potentially due to vestibular dysfunction.

**Fig. 2.**
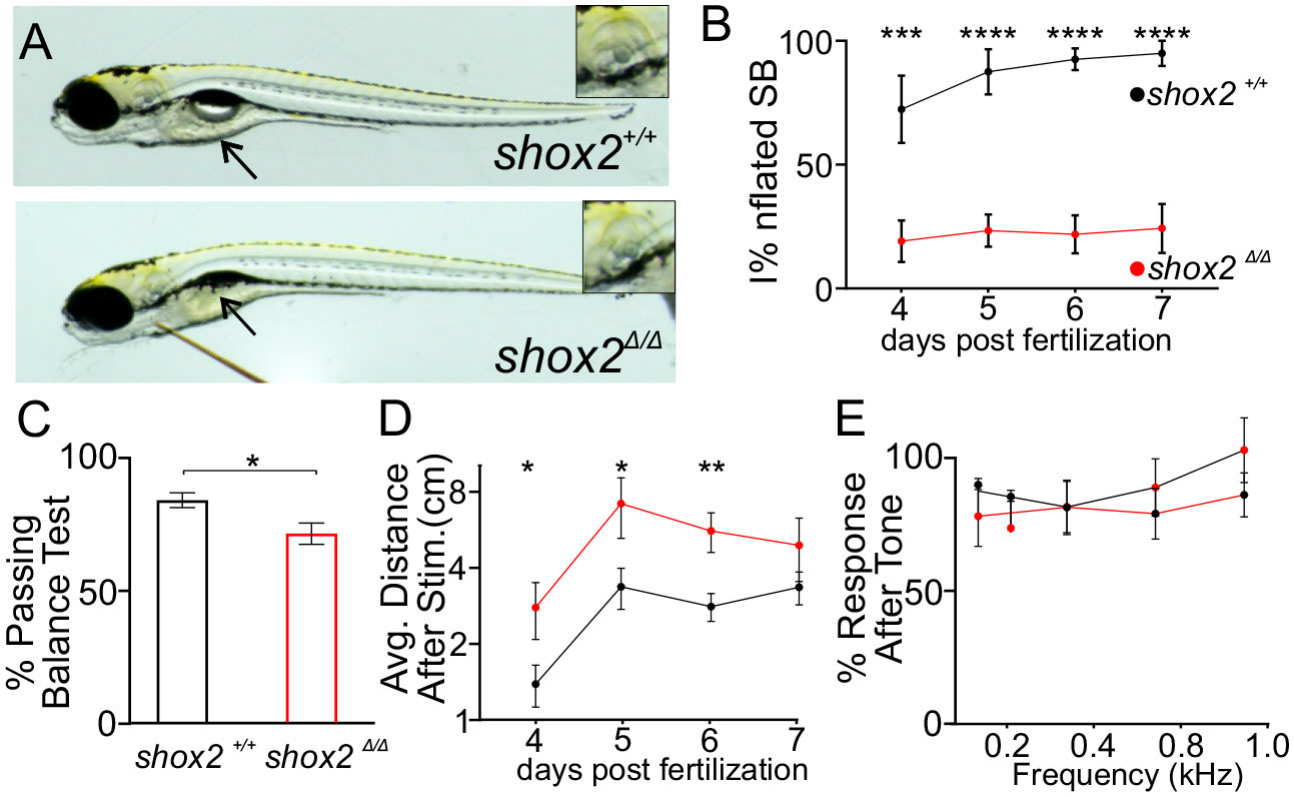
**Analyzing vestibular and auditory behavior of *shox2* mutant larvae.** (A) Representative images of *shox2^+/+^* and *shox2*^Δ*/*Δ^ 5 dpf zebrafish larvae. The arrow points to the swim bladder (SB). (B) Percent of embryos with inflated swim bladder at different ages in *shox2^+/+^* (4 dpf: 72.4±13.6%, 5 dpf: 87.5±9.2%, 6 dpf: 92.6±4.4%, 7 dpf: 95.0±5.1%), and *shox2*^Δ*/*Δ^ (4 dpf: 19.1±8.4%, 5 dpf: 23.4±6.5%, 6 dpf: 21.9±7.7%, 7 dpf: 24.3±9.9%) larvae. (C) Percent of *shox2^+/+^* (82.7±2.8%, *n*=42) and *shox2*^Δ*/*Δ^ (70.3±4.0%, *n*=37) larva passing the balance test (BT), embryos from different ages were combined. (D) Average distance traveled by *shox2^+/+^* (4 dpf: 1.4±0.3 cm, 5 dpf: 3.4±0.6 cm, 6 dpf: 2.8±0.4 cm, 7 dpf: 3.4±0.5 cm) or *shox2*^Δ*/*Δ^ (4 dpf: 2.8±0.7 cm, 5 dpf: 7.2±2.0 cm, 6 dpf: 5.6±1.0 cm, 7 dpf: 4.9±1.4 cm) larva after mechanical stimulation. (E) Percent of embryos responding to a series of tone pip in *shox2^+/+^* (*n*=15) and *shox2*^Δ*/*Δ^ (*n*=22) larvae. Tone bursts were presented at 0.1, 0.2, 0.3, 0.5 and 1 kHz and movements evoked from acoustic stimuli were recorded. Three independent trials were accomplished for each frequency and showed no significant (ns) differences. One-way ANOVA and Sidak multiple comparisons tests were used for statistical analysis. Values reported as mean±s.e.m. *P*≤0.05, **P≤0.01, ***P≤ 0.001; ****P≤ 0.0001. Values reported as mean±s.e.m.

The ability to maintain balance was assessed in 4-7 dpf *shox2^+/+^* and *shox2*^Δ*/*Δ^ larvae by observing the position of the fish after mechanical stimulation. The ability of the larvae to maintain an upright position after they have stopped moving was scored as passing the balance test, while fish that could not remain upright failed the balance test (Kwak et al., 2006; Riley and Moorman, 2000). All the *shox2* mutant zebrafish with uninflated swim bladders could not maintain balance. The remaining *shox2* mutant zebrafish that did have inflated swim bladders were assayed separately and the percentages of embryos that passed the balance test were averaged. Compared to their *shox2^+/+^* (82.7±2.8%) counterparts, we observed a statistically significant lower percentage of *shox2*^Δ*/*Δ^ (70.3±4.0%, *P*<0.05) larvae passing the balance test (Fig. 2C). These results suggest that shox2 mutant zebrafish cannot properly maintain balance even with an inflated swim bladder.

Zebrafish larvae utilize swim bouts to maintain balance and stability (Bagnall and Schoppik, 2018). As the larvae mature, swim bouts are triggered by unstable sensory input (Schoppik et al., 2017). Its inability to balance is reflected by the increased distance traveled during a given period. To measure the distance traveled in zebrafish larva swim bouts, a mechanical stimulus was applied to the caudal fin and the travel distance by the larvae was recorded for one minute. *shox2^+/+^* and *shox2*^Δ*/*Δ^ larva at four distinct ages (4-7 dpf) were recorded. From 4-6 dpf, *shox2*^Δ*/*Δ^ (4 dpf: 2.8±0.78 cm, *P*<0.05; 5 dpf: 7.2±2.0 cm, *P*<0.05; 6 dpf: 5.6±1.0 cm, *P*<0.01) larvae swam greater distances than the *shox2^+/+^* (4 dpf:1.4±0.3 cm, 5 dpf: 3.3±0.6 cm, 6 dpf: 2.8±0.4 cm) siblings. At 7 dpf *shox2*^Δ*/*Δ^ (4.9±1.4 cm), larva still traveled greater distances than *shox2^+/+^* (3.4±0.5 cm), but the difference was not statistically significant (Fig. 2D). Although significant differences in the average distance traveled was observed from 4-6 dpf, no significant differences were observed at 7 dpf. This could potentially be due to compensatory mechanisms for maintaining balance in the fish. Together the data suggests that *shox2*^Δ*/*Δ^ larva have mild vestibular deficits as shown by the inability to inflate their swim bladder and maintain balance at early larval stages.

Next, we sought to determine if auditory function was perturbed in *shox2* deficient larvae. Acoustic stimuli are mostly detected by the saccule. Frequencies at 0.1-1.0 KHz can be detected by zebrafish within the first week of development (Bhandiwad et al., 2013; Zeddies and Fay, 2005) To initiate an acoustic startle response, zebrafish were presented with a 0.1 s tone burst at different sound frequencies (0.1, 0.2, 0.3, 0.5 and 1.0 kHz). The response of larvae to acoustic stimulus was recorded and analyzed. The percentage of larvae that moved within 100 ms after the end of the tone was scored. Similar percentages of both *shox2^+/+^* (85.8, 83.3, 95.8, 76.4, 80.6%) and *shox2*^Δ*/*Δ^ (77.6, 91.9, 80.4, 72.4, 93.3%) larva responded to the respective frequency tones. The results suggest that *shox2*^Δ*/*Δ^ larvae can respond to sounds in a similar manner to wild-type larvae (Fig. 2E). Together, the behavioral data suggests that ablation of *shox2* results in vestibular but not auditory dysfunction early in development.

### shox2 is expressed in developing anterior SAG neurons

Next, we established *shox2* expression in inner ear cell types found in the anteroventral region of the otic vesicle during neurogenesis. Identifying cell types in developing anterior SAG neurons was accomplished by using *shox2* reporter lines and comparing fluorescent cells to other fluorescent reporters that label distinct cell types during otic development. The *shox2* reporter fish employs a bipartite *GAL4:UAS* expression system where the *GAL4* gene is driven by the endogenous *shox2* promoter (*shox2^Gal4^*). The *shox2*^Gal4^ knock-in transgenic zebrafish was generated using a single guide RNA (sgRNA) that targeted a region upstream of the *shox2* coding sequence. CRISPR/Cas9 mediated insertion of a donor plasmid containing a basal heat-shock promoter along with the GAL4 reporter gene (Kimura et al., 2014). Pairing *shox2^Gal4^* with an upstream activation sequence (UAS) driving genes coding fluorescent proteins allows GAL4 binding to the UAS and subsequent expression of genetically encodable fluorescent proteins such as EGFP (*UAS: EGFP*) or mCherry (*UAS: mCherry*). The *Tg (shox2^Gal4^, UAS: mCherry) and Tg (shox2^Gal4^, UAS: GFP) shox2* transgenic reporter lines were introduced to different fluorescent reporters that label otic cell types and developing inner ear neurons. Intersectional labeling of cells from the *shox2* reporter and fluorescent reporter helped to identify cell types that express *shox2*.

At 18 hpf, the neuronal and sensory progenitors are in the anteroventral region of the otic vesicle. To mark cells in the otic vesicle at this developmental time, a *Tg (pax2a:GFP)* (green) reporter fish was used (Picker et al., 2002). *shox2* reporter fish were introduced into the pan otic reporter and co-labeling of cells compared to identify cell types*.* GFP labeled cells from the *pax2a* reporter marked the otic vesicle. mCherry expressing cells from the *shox2* reporter were located outside the otic vesicle in the anteroventral region corresponding to delaminating neuronal progenitors (Fig. 3A).

**Fig. 3.**
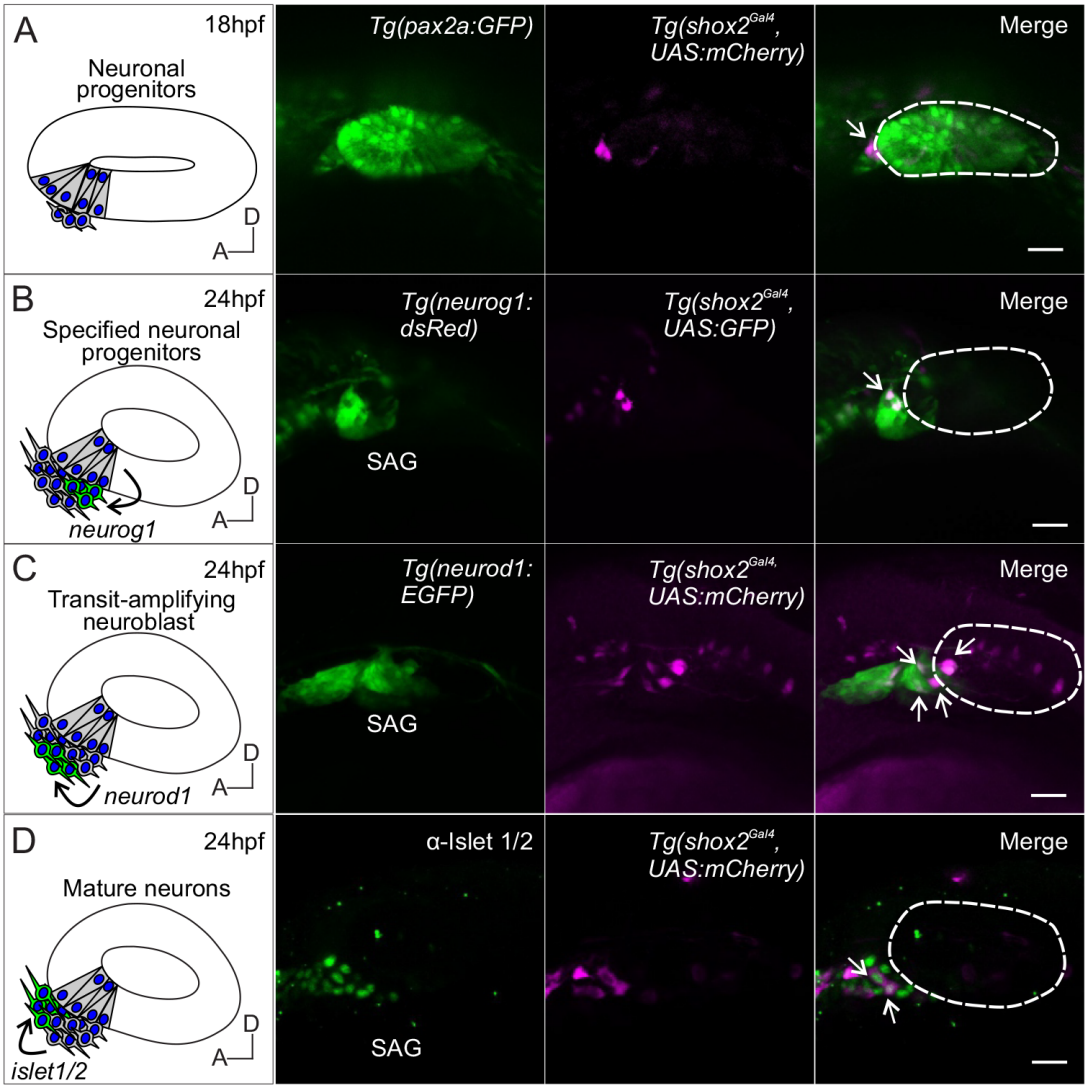
**Lineage labeling of neurogenic cells in the developing SAG using *shox2* fluorescent reporter.** Fluorescent images of developing inner ear from *Tg(shox2^Gal4^,UAS:GFP)* reporter larva with inner ear and neuronal reporters. Curved arrows on diagrams indicate migration of developing neurons from its previous locations. Dashed lines in merged images outline the otic vesicle. (A) Diagram of neuronal progenitors in the anteroventral region of the otic vesicle at 18 hpf. Reporter fluorescence from a pan-otic *Tg(pax2a: GFP)* and *Tg (shox2^Gal4^,UAS:mCherry)* at 18 hpf. Merged image depicts *shox2* reporter labeled cells (arrow) in the anteroventral region adjacent to the otic vesicle (*n*= 5). (B) Diagram of delaminating neuroblasts expressing *neurog1* (green) at the floor of the otic vesicle. Fluorescence from Tg*(neurog1: dsRed)* and *Tg(shox2^Gal4^,UAS:GFP)* reporters at 24 hpf. Merged image identifies specified neuroblasts and delaminating neuroblasts (arrows) (*n*=14 embryos). (C) Diagram of transit-amplifying neuroblasts expressing *neurod1* (green) at 24 hpf after delaminating from the otic vesicle. Fluorescence from *TgBAC(neurod1: EGFP)* and *Tg(shox2^Gal4^,UAS:mCherry)* reporters at 24 hpf. Merged image shows overlap of *neurod1* and *shox2* reporter fluorescence (arrows) (*n*=9 embryos). (D) Diagram of mature neurons expressing Islet 1/2 (green) from transit amplifying neuroblasts (arrow). Fluorescence from the medial position of the neurogenic domain shows Islet 1/2 immunostaining and *Tg(shox2^Gal4^, UAS:mCherry)* reporter at 24 hpf. Merged image shows overlap of Islet 1/2 and *shox2* reporter marked cells (arrow) (*n*= 11 embryos). SAG, statoacoustic ganglion. Scale bars: 10 µm.

To determine if *shox2* expression was present later in SAG development, fluorescent images were acquired from reporter fish at 24 hpf. At this time point, specified and delaminating neuronal progenitors, transit-amplifying neuroblasts and mature neurons are present (Vemaraju et al., 2012). We identified *shox2* expression in delaminating neuroblast at 24 hpf embryos with the *shox2* reporter *Tg (shox2^Gal4^, UAS:GFP)* (magenta) and a neuronal progenitor reporter *Tg (neurog1: dsRed)* (green)*.* GFP expressing cells from the *shox2* reporter overlapped with dsRed marked delaminated neuroblasts outside the anteroventral region of the otic vesicle (Fig. 3B). To track the expression of *shox2* in transit-amplifying neuroblasts, fluorescent images from embryos with the *shox2* reporter *Tg(shox2^Gal4^, UAS:mCherry)* (magenta) and *Tg (neurod1:EGFP)* (green) were acquired. mCherry expressing cells overlap with EGFP expressing neuroblasts (Fig. 3C). Mature neurons from the *shox2* reporter were detected by immunolabeling of Isl1/Isl2b (green) in Tg *(shox2^Gal4^, UAS: mCherry)* (magenta) embryos. Nuclear expression of Isl1/Isl2b protein in mCherry expressing cells at 24 hpf in the SAG region (Fig. 3D). At 48 hpf, when the vast majority of cells in the anterior SAG are mature neurons, the *shox2* reporter signal is no longer present in the inner ear (Fig. S3). The reporter analysis shows that *shox2* is expressed in otic neuronal progenitors at the anterior region of the otic vesicle, maintains its presence in neuroblasts and nascent neurons at 24 hpf, but is no longer expressed at 48 hpf in mature neurons.

### shox2 ablation decreases anterior SAG neuron numbers

Considering balance deficiencies in *shox2*^Δ*/*Δ^ larva and the presence of shox2 reporter signal in neuronal progenitors, we wanted to determine whether *shox2* affects development of anterior SAG neurons that innervate the utricle and spares the posterior SAG neurons that innervate the saccule. The anterior and posterior SAG neurons can be distinguished by their anatomical location (Sapede and Pujades, 2010). We exploited the spatial segregation of the anterior and posterior SAGs to ascertain whether absence of *shox2* affects development of the two population of neurons. To aid in identifying the anterior and posterior SAG, the *Tg (neurod1: EGFP)* reporter was used for fate mapping of developing neurons. To mark nascent post-mitotic neurons, the HuC/D antibody was used (Andermann et al., 2002). The number of neurons in *shox2^+/+^* and *shox2*^Δ*/*Δ^ larva were assessed at 2, 3, and 5 dpf (Fig. 4A-C). Comparing the number of anterior SAG neurons from *shox2^+/+^* and *shox2*^Δ*/*Δ^ animals revealed a decrease in neuronal numbers starting at 2 dpf (*shox2^+/+^*: 55.7±3.0 cells, *shox2*^Δ*/*Δ^: 51.2±2.4 cells). As development proceeded, a statistically significantly drop in the number of anterior SAG at 3 dpf (*shox2^+/+^*: 66.4±3.1 cells, *shox2*^Δ*/*Δ^: 56.1±3.1 cells, *P*<0.05) and 5 dpf (*shox2^+/+^*: 63.2±1.8 cells, *shox2*^Δ*/*Δ^: 55.1±2.1, *P*<0.01) was observed (Fig. 4D). Cell counts in the pSAG showed that neuronal numbers were similar between wild-type and mutant animals (Fig. 5E). The data indicates that absence of *shox2* decreases the number of anterior SAG neurons that innervate the utricle but retains the same numbers of posterior SAG neurons. The findings are consistent with the observed vestibular deficiencies in *shox2*^Δ*/*Δ^ and suggests that *shox2*^Δ*/*Δ^ fish lack a full complement of anterior SAGs.

**Fig. 4.**
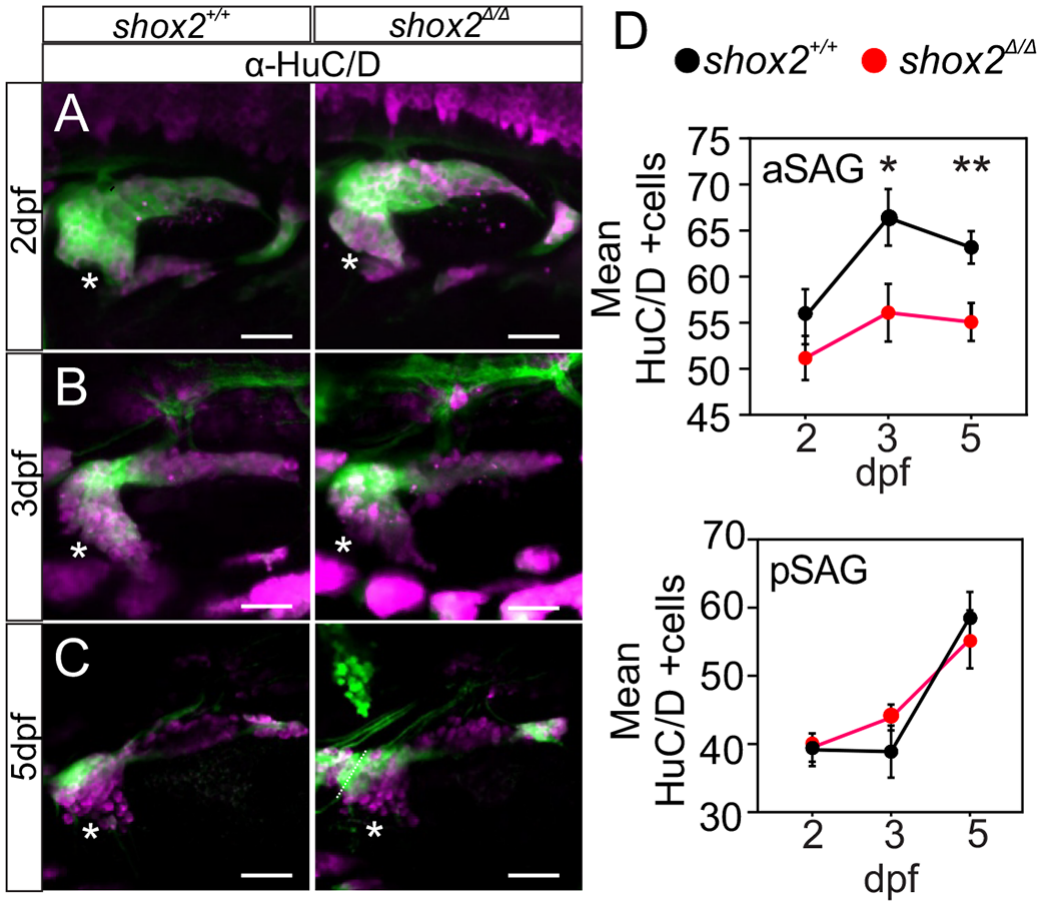
**Comparing number of SAG between *shox2^+/+^* and *shox2^Δ/Δ^* animals.** HuC/D immunostaining of *shox2^+/+^* and *shox2^Δ/Δ^* larvae that contain the *Tg(neurod1: EGFP)* reporter at (A) 2, (B) 3 and (C) 5 dpf. EGFP (green) and HuC/D (magenta) are shown. Asterisks mark the anterior SAG (aSAG). (D) HuC/D cell counts from aSAG are as follows: 2 dpf, *shox2^+/+^* (55.7±3.0 cells, *n*=12 larvae), *shox2^Δ/Δ^* (51.2±2.4 cells, *n*=11 larvae), 3 dpf, *shox2^+/+^* (66.4±3.1 cells, *n*=10 larvae), *shox2^Δ/Δ^* (56.1±3.1 cells, *n*=11 larvae), 5 dpf, *shox2^+/+^* (63.2±1.8 cells, *n*=11 larvae), *shox2^Δ/Δ^* (55.1±2.1 cells, *n*=12 larvae). (E) HuC/D cell counts from posteromedial SAG (pSAG) are as follows: 2 dpf, *shox2^+/+^* (39.5±1.9 cells, *n*=15 larvae), *shox2^Δ/Δ^* (39.1±1.8 cells, *n*=14 larvae), 3 dpf, *shox2^+/+^* (38.9±3.8 cells, *n*=10 larvae), *shox2^Δ/Δ^* (43.9±1.9 cells, *n*=11 larvae), 5 dpf, *shox2^+/+^* (58.6±3.7 cells, *n*=13 larvae), *shox2^Δ/Δ^* (55.4±4.3 cells, *n*=14 larvae). One-way ANOVA and Sidak multiple comparison test were used. *P≤0.05, **P≤0.01. Values reported as mean±s.e.m. Scale bars: 10 µm.

**Fig. 5.**
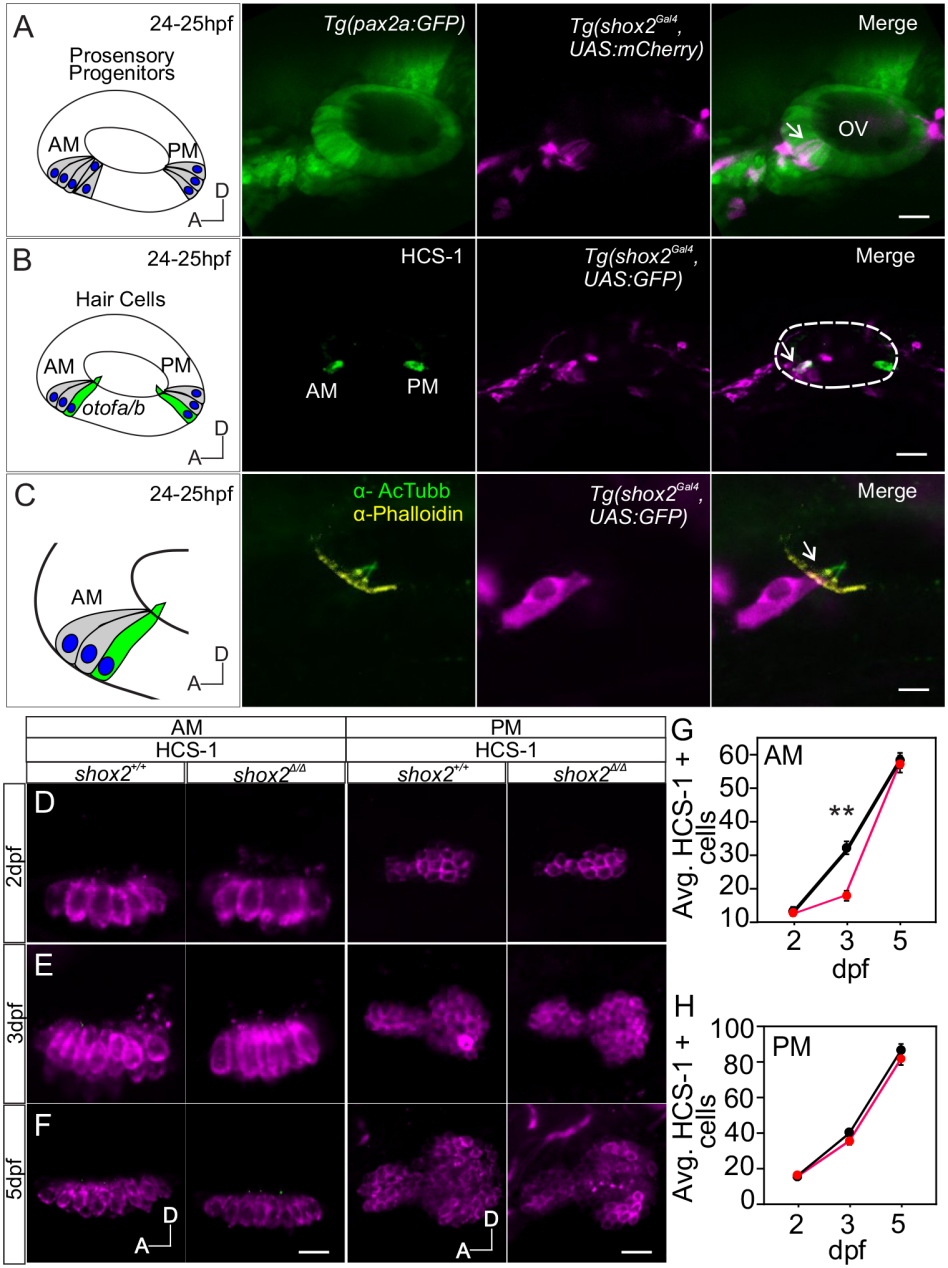
**Comparing number of hair cells between *shox2^+/+^* and *shox2^Δ/Δ^* animals.** (A) Diagram depicting the developing sensory domain (gray) in the inner ear at 24-25 hpf with developing hair cells expressing otoferlin a and b (otof a/b) in the anterior macula (AM) and posterior macula (PM). Fluorescent images of Tg (shox2^Gal4^, UAS:mCherry) reporter with HCS1 antibody immunofluorescence labeling at 24-25 hpf. The HCS-1 antibody recognizes Otoferlin. The merged image depicts *shox2* reporter labeled cells (arrows) within the OV (otic vesicle) in the anteroventral region (*n*=9 embryos). Dashed lines mark the otic vesicle. Whole-mount HCS-1 immunolabeling of hair cells from the AM and PM in *shox2^+/+^* and *shox2^Δ/Δ^* larvae at (B) 2, (C) 3 and (D) 5 dpf were acquired for quantification. (E) HCS-1 cell counts from the AM are as follows: 2 dpf, *shox2^+/+^* (12.9±0.8 cells, *n*=18 larvae), *shox2^Δ/Δ^* (12.8±1.0 cells, *n*=18 larvae), 3 dpf, *shox2^+/+^* (28.3±1.6 cells, *n*=12 larvae), *shox2^Δ/Δ^* (20.7±1.5 cells, *n*=13 larvae), 5 dpf, *shox2^+/+^* (57.2±1.8 cells, *n*=16 larvae), *shox2^Δ/Δ^* (55.2±1.8 cells, *n*=15 larvae). (F) HCS-1 cell counts from the PM are as follows: 2 dpf, shox2^+/+^ (18.7±1.3 cells, *n*=13 larvae), shox2^Δ/Δ^ (18.9±1.0 cells, *n*=13 larvae), 3 dpf, shox2^+/+^ (41.6±1.2 cells, *n*=12 larvae), shox2^Δ/Δ^ (37.3±2.1 cells, *n*=12 larvae), 5 dpf, shox2^+/+^ (87.1±3.2 cells, *n*=19), shox2^Δ/Δ^ (80.0±2.9 cells, *n*=20 larvae). One-way ANOVA and Sidak multiple comparison test were used. **P≤0.01. Values reported as mean±s.e.m. Scale bars: 10 µm.

### shox2 is expressed in developing hair cells but shox2 ablation does not affect hair cell numbers

The neurogenic region is adjacent to the prosensory progenitor domain that gives rise to hair cells in the anterior maculae of the otic vesicle. Using double transgenic embryos harboring the pan-otic Tg(*pax2a:GFP)* (green) and *shox2* Tg(*shox2^Gal4^, UAS: mCherry*) (magenta) reporters, the presence of shox2 reporter cells was observed in the sensory epithelium at 24-25 hpf (Fig. 5A, arrow)**.**

Cells in the prosensory domain give rise to hair cells and supporting cells in the anterior maculae (Haddon and Lewis, 1996; Riley and Grunwald, 1996). At 24 hpf, a small number of cells, called tether cells, precociously develop into the first HCs of the anterior maculae. As the tether cells mature, they express hair cell markers such as otoferlin (Chatterjee et al., 2015; Riley and Grunwald, 1996). To ascertain if *shox2* expressing cells observed in this domain are tether cells, *shox2* reporter embryos, *Tg (shox2^Gal4^, UAS: GFP)* were subjected to immunofluorescence using an antibody against hair cell soma 1 (HSC-1) that detects otoferlin proteins (Chatterjee et al., 2015). Immunofluorescence labeling using the HSC-1 antibody co-localizes with *shox2* expressing cells in the anterior maculae. Furthermore, *shox2* expressing cells show acetylated tubulin labeled kinocilium (green) and phalloidin labeling of the cuticular plate and stereocilia (yellow) (Fig. 5C, arrow). The data suggests that *shox2* expression is initially detected in sensory precursors that develop into hair cells in the anterior maculae.

The expression of the *shox2-*reporter showed that *shox2* was present in early-born hair cells in the anterior maculae. To determine whether hair cell numbers were altered in the absence of *shox2*, hair cells counts were done in *shox2^+/+^* and *shox2*^Δ*/*Δ^ larvae labeled with HCS-1 antibody. Images of hair cells from the anterior and posterior macula at 2, 3 and 5 dpf were acquired and used for quantification (Fig. 5D-F). In the anterior maculae, at 2 dpf no significant change in average hair cell numbers for individual larvae was observed (*shox2^+/+^*: 12.9±0.8 cells, *shox2*^Δ*/*Δ^: 12.8±1.0 cells). At 3 dpf, hair cell numbers were significantly decreased in *shox2*^Δ*/*Δ^ compared to control (*shox2^+/+^*: 28.3±1.6 cells, *shox2*^Δ*/*Δ^: 20.7±1.5 cells, *P*<0.01). However, by 5 dpf, the number of hair cells in *shox2*^Δ*/*Δ^ recovered and was comparable to control (*shox2^+/+^*:57.2±1.8 cells, *shox2*^Δ*/*Δ^: 55.2±1.8 cells) (Fig. 5G).

Since no *shox2* expressing cells were observed in the posterior maculae, the number of hair cells in the posterior maculae should not change after *shox2* ablation. The hair cell numbers in the posterior maculae were used as controls. As development proceeded, the average number of hair cells in individual larvae increased from 2 dpf (*shox2^+/+^*: 18.7±1.3 cells, *shox2*^Δ*/*Δ^: 18.9±1.0 cells), 3 dpf (*shox2^+/+^*: 41.6±1.2 cells, *shox2*^Δ*/*Δ^: 37.3±2.1 cells) and 5 dpf (*shox2^+/+^*: 87.1±3.2 cells, *shox2*^Δ*/*Δ^: 80.0±2.9 cells), but no significant differences was observed after shox2 deletion in the posterior maculae (Fig. 5H). Overall hair cell numbers in either the anterior or posterior maculae were not significantly different in larvae by 5 dpf. The transient decrease in hair cell numbers in the anterior maculae observed in 3 dpf *shox2*^Δ*/*Δ^ may be confounded by both the small number of sensory progenitors expressing shox2 or by hair cell regeneration in zebrafish.

### Interrogating changes in otic cell progenitors by scRNA-seq

The above findings suggests that *shox2* is initially present in otic neurosensory progenitors during development and persists in prosensory and neuronal progenitors. Deletion of *shox2* decreases the neuronal population of anterior SAG neurons but do not significantly affect hair cell numbers in the anterior maculae. To determine how absence of *shox2* alters the molecular profile of cells undergoing SAG development, scRNA-seq was employed. This allows us to define otic cell types within a diverse cell population based on their transcriptome profile. 

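Tissue around the otic vesicle of 59 wild-type and 43 shox2Δ/Δ mutant embryos, taken at 16, 20 and 22 hpf, was pooled by genotype into 1 library each. The sample labels give about 22 hpf for every library. Another library, labelled as a shox2 heterozygote, is not described in the paper's text, and its levels were not compared at the claims. Its cells did enter counts over all 3 libraries, and a clustering of all 3 that named the classes for some values there. The authors made matrices of UMI counts per gene and cell with Cell Ranger, which aligned the reads to a GRCz11 reference holding the DsRed and EGFP sequences and kept the barcodes called as cells. The deposited counts are not normalized and cover 25109 gene rows. They sum to 182627128 UMIs in the wild-type library, 148362555 in the mutant library and 173922327 in the library labelled heterozygote. The paper states its depth in reads per cell, which count matrices do not hold, and the values here rest on UMIs. Cells with at least 500 and fewer than 6500 genes and under 5% mitochondrial UMIs were kept, along with genes found in at least 3 cells, as in the paper's methods. The wild-type and mutant cells were then clustered together with Scanpy. Counts were scaled to 10000 per cell and log-transformed, and total counts and mitochondrial percent were regressed out. The paper's text does not name the regressed variables, the number of principal components, the number of neighbors or the Leiden resolution, which were set to 40 components, 10 neighbors and resolution 1. The reporters and genes that the paper names for these data, 92 in all, were left out of the variable genes, so that clusters were not built from the genes compared. Clusters were named from 18 lists of marker genes fixed before the counts were read, and a cluster was called otic-like or neuron-like only from those lists. UMIs were summed per library and class and are scaled to the summed UMIs of the same cells as CPM, with exact Poisson 95% intervals, and shares with exact binomial (Clopper-Pearson) 95% intervals. These intervals cover counting error only. With 1 library per genotype there are no replicates, no test was made between genotypes, and a difference between genotypes is also a difference between single libraries. In a ratio, a library with 0 UMIs was set to 3 UMIs, and such a ratio leaves out the counting error of the other library. Before the shares of cells with a UMI were compared, each cell was thinned to 3000 UMIs and shallower cells were left out.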

By exploiting the asynchronous development of SAGs, we can also identify otic progenitors and developing cell types that arise from these cells. Analyzing scRNA-seq data allows classifications of different subpopulations of cells during development and allows us to interrogate molecular changes due to deletion of *shox2*. Since we observed a decrease in anterior SAGs, we focused first identifying the otic population of interest and performing analysis probing molecular changes only on otic cell types during inner ear neurogenesis. We obtained cells of the otic vesicle region from wild-type and mutant tissue from *shox2^+/+^*and *shox2*^Δ*/*Δ^ zebrafish embryos at 16-22 hpf, the period when otic precursors that are developing into post-mitotic neurons.

To facilitate fate analysis, *Tg (neurog1: dsRed, neurod1:EGFP), shox2^+/+^* double-positive embryos were harvested and dissociated into single cells for wild-type controls. The *neurog1* reporter is initially expressed in otic neuronal progenitors that reside within the otic vesicle, while the *neurod1* reporter is expressed in delaminating neuroblasts from the otic vesicle, transit-amplifying cells and nascent neurons (Hoijman et al., 2017). To obtain samples lacking *shox2*, Tg (*shox2^Gal4/^*^Δ^*, UAS:GFP*) fish were incrossed. This cross yields *shox2*^Δ*/*Δ^ non-fluorescent embryos that can be separated from GFP expressing embryos [Tg (*shox2^Gal4/Gal4^, UAS:GFP*)*, Tg*(*shox2^Gal4/^*^Δ^*, UAS:GFP*]. Individual fish from wild-type (GFP and dsRed positive) and mutant (GFP negative) cohorts were identified based on lack of fluorescence and genotyped. 

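UMIs of the targeted gene, shox2 (ENSDARG00000075713), were counted in both libraries. The deletion lies near the start of the gene, and the library kit reads the other end of transcripts. A UMI therefore does not show an intact or functional transcript. In whole mutant embryos the paper reports near-complete loss of shox2 transcript by RT-qPCR, and of Shox2 protein by antibody staining in the diencephalon. The wild-type cells that passed the filters held 388 UMIs, or 2.20 CPM (95% interval 1.99 to 2.43), and the mutant cells held 131 UMIs, or 0.999 CPM (0.835 to 1.19). The log2 ratio of mutant over wild-type was −1.14 (−1.44 to −0.85). Median-of-ratios scaling, which moved the log2 ratio of every gene over all cells by −0.15, changed it most among the alternatives, to −1.29. In cranial sensory neuron-like cells shox2 reached 67.6 CPM in 79 wild-type cells and 29.7 CPM in 89 mutant cells, with median depths of 19490 and 24464 UMIs. After thinning, 13.9% of these wild-type cells and 5.62% of these mutant cells had a shox2 UMI, and without thinning 59.5% and 40.4%. No cell of this class was too shallow to be thinned. Endothelium-like cells served as a type that should lack the gene. Their median depths were 17890 UMIs in the wild-type library and 8458 UMIs in the mutant library, and 11 and 34 cells were too shallow. After thinning, 0 of 130 wild-type endothelium-like cells and 0 of 81 mutant cells had a shox2 UMI, which allows shares of up to 2.80% and 4.45%. Without thinning the numbers were 0 of 141 and 0 of 115 cells.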

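The tissue of origin was read from marker lists fixed before the counts were examined, none of which holds a gene that the paper singled out. A cell was counted for a tissue when it had UMIs of at least 3 genes of its list after thinning, which left out 505 wild-type and 875 mutant cells as too shallow. For the eye list of 14 genes, 0 of 8043 wild-type cells were counted, which allows up to 0.0459%, against 16 of 5797 mutant cells, or 0.276% (0.158 to 0.448%). Without thinning the shares were 0.234% of wild-type and 1.45% of mutant cells. With a limit of 2 eye genes in place of 3, which raised the wild-type share most among the thinned settings, the shares were 1.40% and 1.24%. The list for forebrain and midbrain gave 1.14% of wild-type cells (0.923 to 1.40%) and 2.07% of mutant cells (1.72 to 2.47%), and 4.38% and 6.04% without thinning. The forebrain and midbrain-like cluster held 300 wild-type and 219 mutant cells. With the libraries weighted to the same size, 51.7% of them were wild-type, so this direction too depended on the rule. The lens list gave 0.124% of wild-type and 0.224% of mutant cells, with overlapping intervals, and 2.20% and 2.46% without thinning. Some of its crystallin genes also led neural clusters of each library. The pigment list gave 0.298% of wild-type cells and 0.0345% of mutant cells, and 0.456% and 0.345% without thinning. With at least 2 markers it gave 0.361% and 0.328%, and 0.632% and 1.02% without thinning. The pigment-like cluster held 63 wild-type and 75 mutant cells, so the direction depended on the rule. The otic list gave 1.18% of wild-type cells (0.957 to 1.44%) and 1.60% of mutant cells (1.30 to 1.96%), and 3.61% and 4.24% without thinning. Neural-progenitor-like clusters held 4017 of the 8548 wild-type cells and 2611 of the 6672 mutant cells that passed the filters.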

Tissues from around the otic vesicle region were dissected, while avoiding the hindbrain region and combined according to their genotypes. Tissues were dissociated into individual cells and subjected to the formation of gel beads in emulsion (GEMs). Individual cells from GEMs contained a library barcode to identify the cohort, a cell barcode to identify individual cells, and a unique molecular identifier (UMI) to identify unique molecules from each transcript. Reverse transcription in GEMs produces cDNA from individual cells that are marked by barcodes. 

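The deposited count matrices held 10466 barcodes called as cells for the wild-type library and 8877 for the mutant library. Before any filter, the median cell had 17508.5 UMIs and 3165 genes in the wild-type library and 14447 UMIs and 2946 genes in the mutant library. Mitochondrial transcripts made up a median of 1.93% of the UMIs of a wild-type cell and 2.68% of those of a mutant cell.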

From the scRNA-seq data, 10,466 wild-type cells with 94,679 mean reads/cell and 3165 median genes/cell were identified, while 8877 shox2^Δ/Δ^ cells with 102,922 mean reads/cell with 2946 median genes/cell were ascertained. scRNA-seq data from wild-type and mutant cells were aggregated together and used for analysis.

To define the different cell types obtained from wild-type and mutant tissues, cell clustering was performed using the transcriptome of each cell. Dimensionality reduction and UMAP clustering of scRNA-seq from *shox2^+/+^* and *shox2*^Δ*/*Δ^ results display 28 distinct sub-population of cells from the otic vesicle region in the coarse-grain plot (Fig. 6A). 

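Clustering of the 15220 wild-type and mutant cells that passed the filters, on 2712 variable genes, gave 37 clusters. Marker lists named 27 of them and left 10 unnamed. The named clusters included 12 neural-progenitor-like, 3 neuron-like, 1 cranial sensory neuron-like and 1 otic-like cluster. The rule that turned the lists into names was settled after the clusters had been seen, and the otic-like cluster was the same one under every version of it. Across the alternatives the number of clusters ranged from 25 at a Leiden resolution of 0.5 to 55 at a resolution of 2, which moved it most. Scrublet marked 0.0585% of the wild-type cells and 0.0450% of the mutant cells as doublets, too few for the caller to have worked, and no cell was removed on that basis. As an alternative, the 8% of cells of each library with the highest scores were left out, which gave 39 clusters.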

To identify differences in the populations of cells, wild-type (magenta) to the mutant (green) cells were visualized on a UMAP plot based on their library barcode. Several cell populations displayed differences in UMAP coordinates suggestive of changes in cell identities that correspond to the ablation of *shox2* (Fig. 6B). 

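After both libraries were weighted to the same size, 7 of the 37 coarse clusters drew at least 80% of their cells from one library. They held 4518 cells, or 29.7% of all cells. Wild-type cells made up 96.7% of cluster 5, 98.9% of cluster 6, 96.5% of cluster 8, 90.6% of cluster 15 and 99.0% of cluster 17, and mutant cells made up 99.8% of cluster 0 and 97.9% of cluster 10. All of these were among the 13 clusters in which the list of neural progenitor markers was raised most. Of the 24 other clusters 0 reached the limit, and the most one-sided of them drew 77.4% of its cells from the mutant library. When the regression on total counts and mitochondrial percent was left out, 12 clusters reached the limit, 4 of them among the 29 clusters of other lists. Across the settings the number ranged from 0 to 14, the high end at a Leiden resolution of 2. It was 0 with each gene centered and scaled within its library. It was also 0 without the variable genes that differ between the libraries in non-neural clusters, a setting chosen after the data were seen. Each genotype was 1 library, so genotype and library were the same label for every cell.

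**Figure D1:**
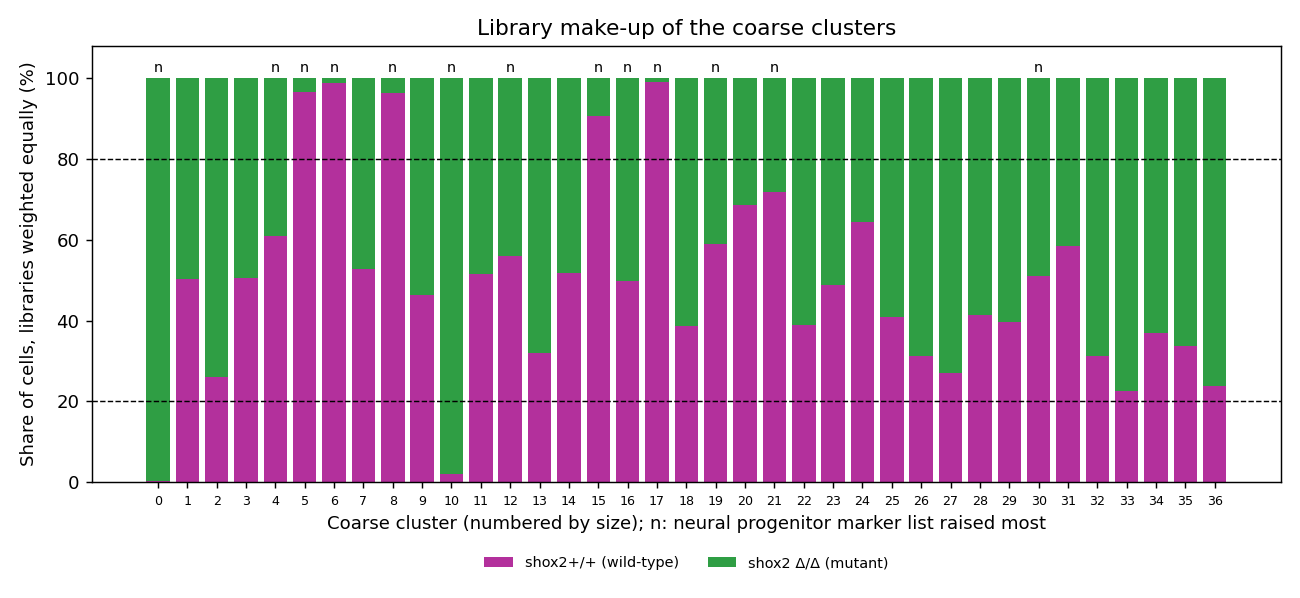
Share of cells (%) from the wild-type (magenta) and mutant (green) libraries in each of the 37 coarse clusters, both libraries weighted equally. Dashed lines mark the limits of 80% and 20%, and the letter n marks the 13 clusters led by neural progenitor markers, which include all 7 clusters past the limits.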

The distinguishing gene expression features that define the different cell populations were identified and individual markers were surveyed. 

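Over all cells that passed the filters, the log2 ratio of mutant over wild-type was 0.14 for sox2 (ENSDARG00000070913) and 0.09 for elavl3 (ENSDARG00000014420). Relative to the median shift of all genes, neither ratio was above 0. The level of sox2 over all cells pooled was 105 CPM, and 16 of the 37 clusters reached it. The level of elavl3 was 390.4 CPM, and 7 clusters reached it, with 1 cluster past both levels. Each of the clusters drawn mostly from one library, apart from cluster 8, had sox2 above the pooled level. Cluster 0 held 162 CPM of sox2 and 79.9 CPM of elavl3, cluster 5 held 152 and 43.3 CPM, cluster 8 held 100.5 and 213 CPM, and cluster 10 held 192 and 86.0 CPM. None of the 7 reached the pooled level of elavl3.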

The population of cells that showed differences between wild-type and *shox2* mutant cells express *sox2* and *elavl3* (Fig. 6C). In zebrafish, both *sox2* and *elavl3* are expressed early during otic development. *sox2* establishes sensory competence in the inner ear (Gou et al., 2018) and elavl3 whose protein product is recognized by the HuC/D antibody labels developing SAG neurons (Andermann et al., 2002). The population overlaps with *neurog1* and *neurod1*, markers for neuronal progenitors and developing neurons, respectively (Fig. 6D), these cells correspond well to the dsRed and EGFP transcripts observed in the shox2^+/+^ cells (Fig. 6E). 

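The pooled levels were 19.0 CPM for neurog1 (ENSDARG00000056130) and 69.1 CPM for neurod1 (ENSDARG00000019566). The first was reached by 12 clusters and the second by 5, with 4 clusters past both. Cranial sensory neuron-like cells of cluster 25 held 78.3 CPM of neurog1 and 2381 CPM of neurod1, with 363 CPM of DsRed and 5707 CPM of EGFP. The otic-like cells of cluster 11 held 64.9 CPM of neurog1 and 632 CPM of neurod1, with 182 CPM of DsRed and 574 CPM of EGFP. DsRed was also found far from neurog1, at 134 CPM in cluster 6, where neurog1 was at 2.98 CPM. In cluster 20, a neuron-like cluster, neurog1 was at 24.3 CPM and neurod1 at 127 CPM, with 568 CPM of DsRed and 1043 CPM of EGFP. Cluster 19, which was neural-progenitor-like, had the highest neurog1, at 185 CPM, with 121 CPM of neurod1. Over all cells, mutant cells had more neurog1 than wild-type cells, by a log2 ratio of 0.49 (0.41 to 0.56), and less neurod1, by −0.77 (−0.81 to −0.73).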

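The DsRed levels of the clusters drawn mostly from one library followed that library, while their EGFP levels lay closer together. EGFP was at 4.38 CPM in cluster 0 and 4.58 CPM in cluster 10. In the clusters from the wild-type library it lay between 5.38 CPM (cluster 15) and 19.4 CPM (cluster 8). DsRed was at 0.313 CPM in cluster 0 and 0.562 CPM in cluster 10, both from the mutant library, and between 59.0 CPM (cluster 17) and 156 CPM (cluster 8) in the 5 clusters from the wild-type library. The otic gene oc90 (ENSDARG00000001721) was at 13.5 CPM in cluster 0 and 7.55 CPM in cluster 10, against 1820 CPM in the otic-like cluster 11.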

The cells that display differences are non-fluorescent cells obtained from mutant tissue that correspond to different types of progenitors and developing neurons whose transcriptomes have been altered in the absence of *shox2*. To further refine cells associated with the inner ear, sub-cluster analysis was employed to identify the otic population.

**Fig. 6.**
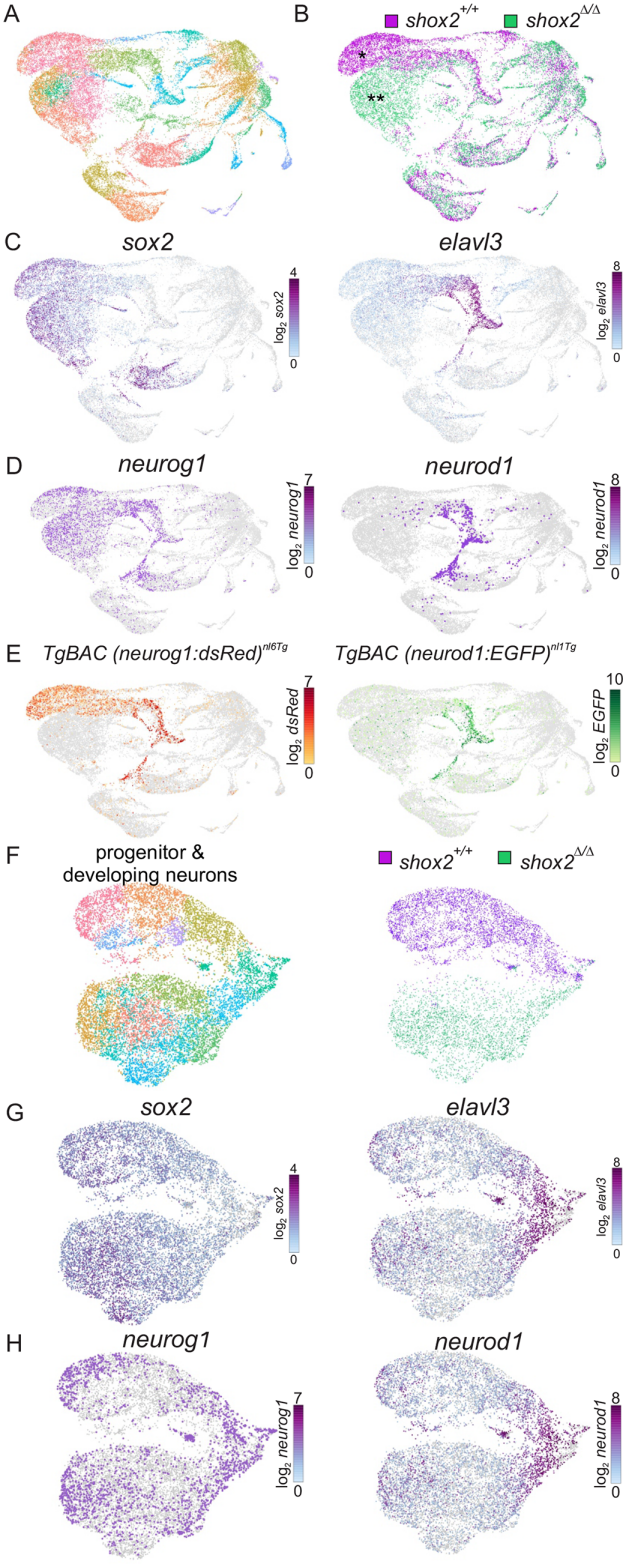
**Identifying cell populations in *shox2^+/+^* and *shox2*^Δ*/*Δ^ embryos by single cell RNA-seq.** (A) *shox2^+/+^* (*n*=59 embryos) and *shox2*^Δ*/*Δ^ embryos (*n*=43 embryos) at 16-22 hpf were harvested and tissue around the otic vesicle microdissected. Samples of the same genotype were pooled and subjected to scRNA-seq. Transcriptome of individual cells were aggregated, dimensionality reduction performed followed by unsupervised clustering before visualizing as a UMAP projection. Course-grain visualization of 29,152 cells identified 28 distinct cell types after clustering. (B) Cells from *shox2^+/+^* (magenta) and *shox2*^Δ*/*Δ^ (green) were identified using by library barcodes to display different and common cell populations. Major differences between wild-type and mutant cell populations were marked by single or double asterisks respectively. (C) *sox2* highlight progenitor cells while *elavl3* mark developing neurons. (D) *neurog1* and *neruod1* identify neuronal progenitors and developing neurons. (E) Cells expressing dsRed and EGFP from transgenes introduced into *shox2^+/+^* embryos. Cell clusters identified from graph-based clustering that overlapped with dsRed and EGFP in shox2^+/+^ and shox2^Δ/Δ^ were used to identify progenitors and developing neurons. (F) Plot of progenitor and development obtained from identified subset of cell clusters were obtained for further analysis. Progenitor and developing neuron populations from *shox2^+/+^* (magenta) and *shox2*^Δ*/*Δ^ (green) cells were identified using library identification barcodes for each genotype. (G) Sub-population of cells express *sox2* and *elavl3* to mark progenitor and developing neurons, respectively. (H) Sub- population of cells express *neurog1* and *neruod1* to mark neuronal progenitors and developing neurons, respectively.

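The matrices held 19343 barcodes for the wild-type and mutant libraries together, of which 15220 remained after the filters, 8548 wild-type and 6672 mutant. Over all 3 libraries, the one labelled heterozygote included, there were 29762 barcodes, of which 23453 remained after the filters and 29534 had fewer than 6500 genes.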

### Identifying altered otic progenitor populations in shox2 mutants

To identified *shox2^+/+^* and *shox2*^Δ*/*Δ^ progenitors and developing neurons, cell clusters that intersected with dsRed and EGFP were defined. Many of these cell clusters showed a bi-lobed distribution. Each lobe corresponded to *shox2^+/+^* or *shox2*^Δ*/*Δ^ cells. These *shox2^+/+^* and *shox2*^Δ*/*Δ^ cells within a cluster were different at the transcriptome level and showed separation in UMAP space, but were still similar enough to be classified as a distinct cell cluster (Fig. S4A). The identified individual cell clusters corresponding to progenitors and developing neurons were aggregated together for analysis (Fig. S4B). 

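Over all cells that passed the filters, DsRed was at 135 CPM (133 to 136) in the wild-type library and 0.549 CPM (0.430 to 0.692) in the mutant library, where 72 UMIs were counted. EGFP was at 253 CPM in the wild-type library and 3.65 CPM (3.33 to 3.99) in the mutant library. With every deposited barcode in place of the filtered cells, DsRed in the mutant library was at 1.08 CPM and EGFP at 6.05 CPM, the largest relative moves among the reporter values. In the 1789215 UMIs of the wild-type cranial sensory neuron-like cells, EGFP was at 13437 CPM, and 4 EGFP UMIs were counted in the mutant cells of that class. In neural-progenitor-like cells, DsRed was at 144 CPM in the wild-type library and 0.172 CPM in the mutant library, and EGFP at 28.1 and 3.64 CPM.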

The *shox2^+/+^* and *shox2*^Δ*/*Δ^ showed the expected overlap of dsRed (Fig. S4C) and EGFP (Fig. S4D) expression in wild-type cells but not mutant cells in the identified cell clusters. By employing this strategy, cells from individual clusters were extracted using cell barcodes and reanalyzed to ascertain detailed differences. The re-clustered subpopulation of cells was displayed based on their genotype. Similar to the course-grain plot, the subpopulation of cells displayed multiple cell populations of progenitors and developing neurons that are distinct from each other due to *shox2* ablation (Fig. 6F). These cells showed *sox2* and *elavl3* expression (Fig. 6G) as well as *neurog1* and *neurod1* expression (Fig. 6H). These cells correspond to different progenitor and developing neurons obtained from *shox2^+/+^* and *shox2*^Δ*/*Δ^ tissues.

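In neural-progenitor-like cells, the log2 ratio of mutant over wild-type was 0.32 (0.28 to 0.36) for sox2, 0.05 (0.02 to 0.08) for elavl3, 0.39 (0.30 to 0.49) for neurog1 and 0.22 (0.05 to 0.39) for neurod1. Median-of-ratios scaling moved each of these ratios by −0.13. That is more than the size of the elavl3 ratio, so the direction for elavl3 was not settled. In the 483 wild-type and 287 mutant neuron-like cells, the ratio was 0.10 (0.08 to 0.13) for elavl3. For sox2, neurog1 and neurod1 in those cells it was 0.05, −0.29 and −0.04, each with an interval that held 0.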

In this sub-population of cells, there are observable transcriptome differences between progenitor and developing neurons from *shox2^+/+^* and *shox2*^Δ*/*Δ^ tissue. 

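Differences between the libraries were summarised as the SD of log2 ratios over genes, in classes named from a clustering of all 3 libraries. Genes are not independent replicates, so the SD describes these libraries. Over 2262 genes in neural progenitors, mutant over wild-type had an SD of 0.41, and over 2453 genes in neuron-like cells one of 0.38. The neural progenitors included an unnamed cluster of 365 wild-type, 0 mutant and 1 heterozygote cells, in which neural progenitor markers were raised most. Outside the nervous system the SD was 0.35 in head mesenchyme-like and in pharyngeal endoderm-like cells, 0.37 in neural crest-like, 0.41 in endothelium-like, 0.48 in epidermis-like, 0.53 in notochord and floor plate-like and 0.67 in pigment-like cells. The SD held counting error, which depended on the UMIs of a class. Between random parts of the wild-type library it was 0.0341 in neural progenitors, 0.17 in neuron-like cells and 0.43 in notochord and floor plate-like cells. Only 1 wild-type library was read, so the spread between libraries of one genotype was not measured. The paper reasons from sox2, elavl3, neurog1 and neurod1 that the cells which separate by genotype are progenitors and developing neurons, and concludes that loss of shox2 changed their transcriptomes.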

To focus on the initial defect caused by shox2 ablation, we wanted to look at the differences between progenitors with the notion that any alteration in neurons likely originated from the initial improper establishment of progenitors.

During otic development, both intrinsic and extrinsic cues may affect development of progenitor cells. In otic progenitors, *shox2* may directly affect development of vestibular neurons. In contrast, *shox2* may also affect rhombomeres development and indirectly affect vestibular neuron development. Rhombomeres are a transient segment of the developing neural tube and are known to play an indirect role in otic development (Fekete, 1999). To identify otic and rhombomere progenitors, we used a set of previously identified markers that correspond to progenitors from the developing inner ear and rhombomere 5-7 (Tambalo et al., 2020).

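Applied to the coarse clusters, the rule that neurog1 reach the level of all cells pooled and neurod1 stay below it selected 8 clusters (0, 2, 4, 8, 10, 13, 21 and 24), with 2118 wild-type and 3106 mutant cells. The selected cells held neurog1 at 31.9 CPM and neurod1 at 11.0 CPM in the wild-type library, and at 24.9 and 6.87 CPM in the mutant library. Neural-progenitor-like clusters made up 5 of the 8, and 1 neuron-like and 2 unnamed clusters the rest. The otic-like cluster was not selected, because its neurod1 lay above the pooled level.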

Cell clusters with *neurog1* but not *neurod1* expression were identified as progenitors. These clusters were extracted using cell barcodes and subjected to re-clustering and analysis. Cell clusters from *shox2^+/+^* and *shox2*^Δ*/*Δ^ in the fine-grain UMAP plot displayed four sub-populations in *shox2^+/+^* embryos (clusters 4,5,6,10) while eight subpopulations of progenitors were identified in *shox2*^Δ*/*Δ^ (clusters 0,1,2,3,7,8,9,11) (Fig. 7A). These cell clusters remain distinctly segregated based on their genotype (Fig. 7B). 

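Re-clustering of the 5224 selected cells on 3118 variable genes gave 21 subclusters. By the limit of 80% of cells from one library, 4 were mostly wild-type (0, 1, 12 and 15), 9 were mostly mutant (3, 4, 5, 7, 8, 9, 11, 17 and 18) and 8 held both libraries. The mostly wild-type subclusters held 1408 cells and the mostly mutant ones 2191 cells. A Leiden resolution of 2 moved the number of mostly wild-type subclusters most, to 9. When the genes that also differ between the libraries in non-neural cells were left out of the variable genes, a setting chosen after the data were seen, the number of mostly mutant subclusters moved most, to 0, in progenitor cells taken from 5 clusters in place of 8. In the same 5224 cells as above, it was then 7.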

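In total, 68.9% of the progenitor cells (67.6 to 70.1%) lay in subclusters drawn mostly from one library. The share depended on the settings and ranged from 8.97% to 86.7%. The low end came from leaving out 152 of the 2712 variable genes, or 5.60%, whose median log2 ratio over 5 non-neural classes was at least 0.5 in size. A single random draw of as many genes gave 69.0%. Both settings, chosen after the data were seen, also changed which cells were taken as progenitors. In the same 5224 cells, the share without the 194 such genes was 47.2%, and in 20 random draws of as many genes of a like level it lay between 60.6% and 76.6%. The share was 11.0% for clusters named neural-progenitor-like or otic-like, 36.8% with all variable genes and 38.7% at a Leiden resolution of 0.5. The high end came from leaving out the cells with the highest doublet scores. When each cell was thinned to 3000 UMIs the share was 24.1%, and when each gene was centered and scaled within its library it was 11.7%.

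**Figure D2:**
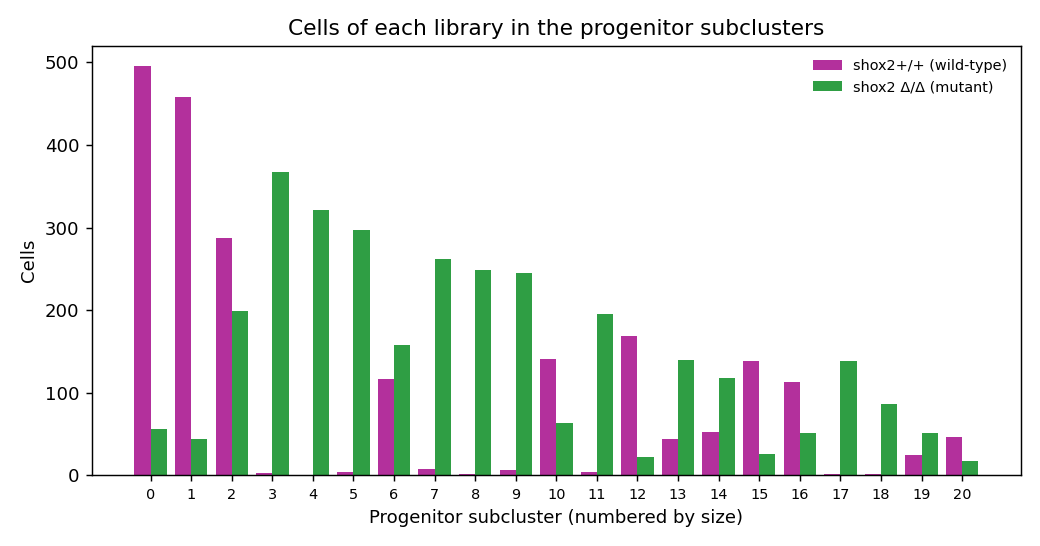
Number of wild-type (magenta) and mutant (green) cells in each of the 21 progenitor subclusters, numbered by size. Subclusters 3, 4, 5, 7, 8, 9, 11, 17 and 18 hold at most 8 wild-type cells each, and subclusters 2, 6, 10, 13, 14, 16, 19 and 20 hold both libraries below the limit.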

To determine the identity of otic and rhombomere progenitors as well as the differences between *shox2^+/+^* and *shox2*^Δ*/*Δ^ progenitors, hierarchical clustering and marker gene expression was done. Hierarchical clustering using the cell transcriptome provides a dendrogram that displays the relationship of cell clusters, while marker gene expression shows key genes normally attributed to a specific cell population. To visualize relative marker gene expression, a dot plot was used. The detection rate and average gene expression cluster clusters were depicted. Darker colors indicate higher gene expression while the size of the larger dot indicates the detected proportion of cells from the cluster. 

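A single coarse cluster, cluster 11, was otic-like by the fixed list, in which 8 of the 9 otic markers found in the matrices were raised. It held 314 of the 8548 wild-type cells, or 3.67%, and 230 of the 6672 mutant cells, or 3.45%, with median depths of 21415 and 20447.5 UMIs. The share of wild-type cells moved most, to 2.59%, when each cell was thinned before clustering, and the mutant share was then 2.66%. Each alternative clustering also gave 1 otic-like cluster. Among the 21 progenitor subclusters, the summed otic list was highest in subcluster 19, at 760.1 CPM in 25 wild-type and 51 mutant cells, followed by subclusters 6, 16 and 14 at 367, 298 and 253 CPM. All 4 held both libraries. In the subclusters drawn mostly from the mutant library it lay between 7.28 and 34.9 CPM, apart from 80.3 CPM in subcluster 18.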

Otic markers defined a cluster of cells that correspond to otic progenitors (op) in *shox2^+/+^* embryos and hierarchical clustering revealed three closely related clusters in *shox2*^Δ*/*Δ^ embryos (Fig. 7C). The wild-type otic cells expressed *oc90* (otoconin 90), a gene that codes for a major protein of the otoconia, a calcium carbonate structure in the saccule and utricle of the ear and serves as a scaffold for otoconia biomineralization (Wang et al., 1998). 

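In otic-like cells, oc90 was at 1365 CPM (1338 to 1392) in the wild-type library and 2457 CPM (2414 to 2500.4) in the mutant library, a log2 ratio of 0.85 (0.81 to 0.89). The alternative that moved it most took cells of any cluster with UMIs of at least 3 otic markers, 309 wild-type and 283 mutant cells, and gave 0.33. Outside the otic-like cluster, the level of oc90 over all clusters was next highest in cluster 26, a cluster of notochord and floor plate-like cells, at 1545 CPM.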

The inner ear cell types were also defined by the presence of *six1a*, *six1b*, *eya1* and *neurog1* (Tambalo et al., 2020). These genes code for transcription factors involved in specifying neuronal and sensory otic cell fate (Bricaud and Collazo, 2006; Wong et al., 2013), while the mutant otic progenitors have altered expression of these marker genes.

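The otic-like cells of both libraries carried six1a (ENSDARG00000039304), six1b (ENSDARG00000026473), eya1 (ENSDARG00000014259) and neurog1. The level of six1a was 176 CPM (167 to 186) in the wild-type library and 142 CPM (131 to 152) in the mutant library. For six1b it was 628 CPM (609 to 646) and 528 CPM (508 to 548), and for eya1 361 CPM (347 to 375) and 367 CPM (350.0 to 384). neurog1 was at 46.5 CPM (41.6 to 51.8) in wild-type and 90.5 CPM (82.4 to 99.2) in mutant otic-like cells. After thinning, which left out 42 wild-type and 65 mutant cells of the cluster, 46.3% of wild-type and 29.7% of mutant cells had a six1a UMI, and 79.0% and 62.2% without thinning. For six1b the shares were 75.7% and 67.9% after thinning and 91.4% and 84.8% without. For eya1 they were 55.5% and 58.8% after thinning and 80.9% and 79.1% without. For neurog1 they were 10.3% (6.95 to 14.5%) and 15.8% (10.6 to 22.2%) after thinning and 27.7% and 24.8% without. In the thinned endothelium-like cells, taken as background, the shares for six1a were 1.54% in the wild-type library and 1.23% in the mutant library. They were 3.85% and 1.23% for six1b, 6.15% and 4.94% for eya1, and 0.769% and 0% for neurog1.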

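The log2 ratio of mutant over wild-type in otic-like cells was −0.32 (−0.45 to −0.18) for six1a, −0.25 (−0.32 to −0.18) for six1b, 0.02 (−0.06 to 0.11) for eya1 and 0.96 (0.75 to 1.17) for neurog1. Cells of any cluster with at least 3 otic markers, which moved six1a and six1b most, gave −0.50 and −0.51. The direction for eya1 was not settled, since 8 of 11 alternatives gave values from −0.07 to −0.23. For neurod1 the ratio was −1.97 (−2.06 to −1.88), from 916 CPM to 233 CPM, and for tgfbi (ENSDARG00000071586) −0.85 (−1.12 to −0.59). Within the progenitor subclusters, subcluster 18 was drawn mostly from the mutant library, with 2 wild-type and 86 mutant cells. It held 37 UMIs of oc90, 6 of six1b, 9 of eya1 and 0 of six1a, the last of which allows up to 2.13 CPM. Subcluster 19, which held both libraries, had 70.8 CPM of oc90, 487 CPM of six1b, 851 CPM of eya1 and 33.6 CPM of six1a. The paper identifies wild-type otic progenitors from these markers and related mutant clusters from hierarchical clustering, and states that the mutant otic progenitors express the markers differently.

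**Figure D3:**
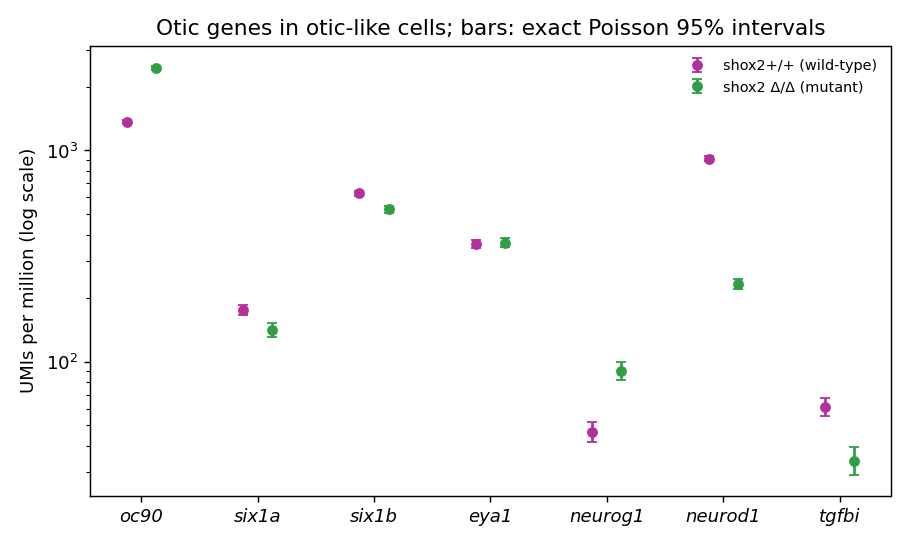
Level (CPM, log scale) for 7 otic genes in the wild-type (magenta) and mutant (green) cells of the otic-like cluster, with bars for exact Poisson 95% intervals that cover counting error only. The points for eya1 overlap, oc90 and neurog1 are higher in the mutant library, and neurod1 and tgfbi are lower.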

**Fig. 7.**
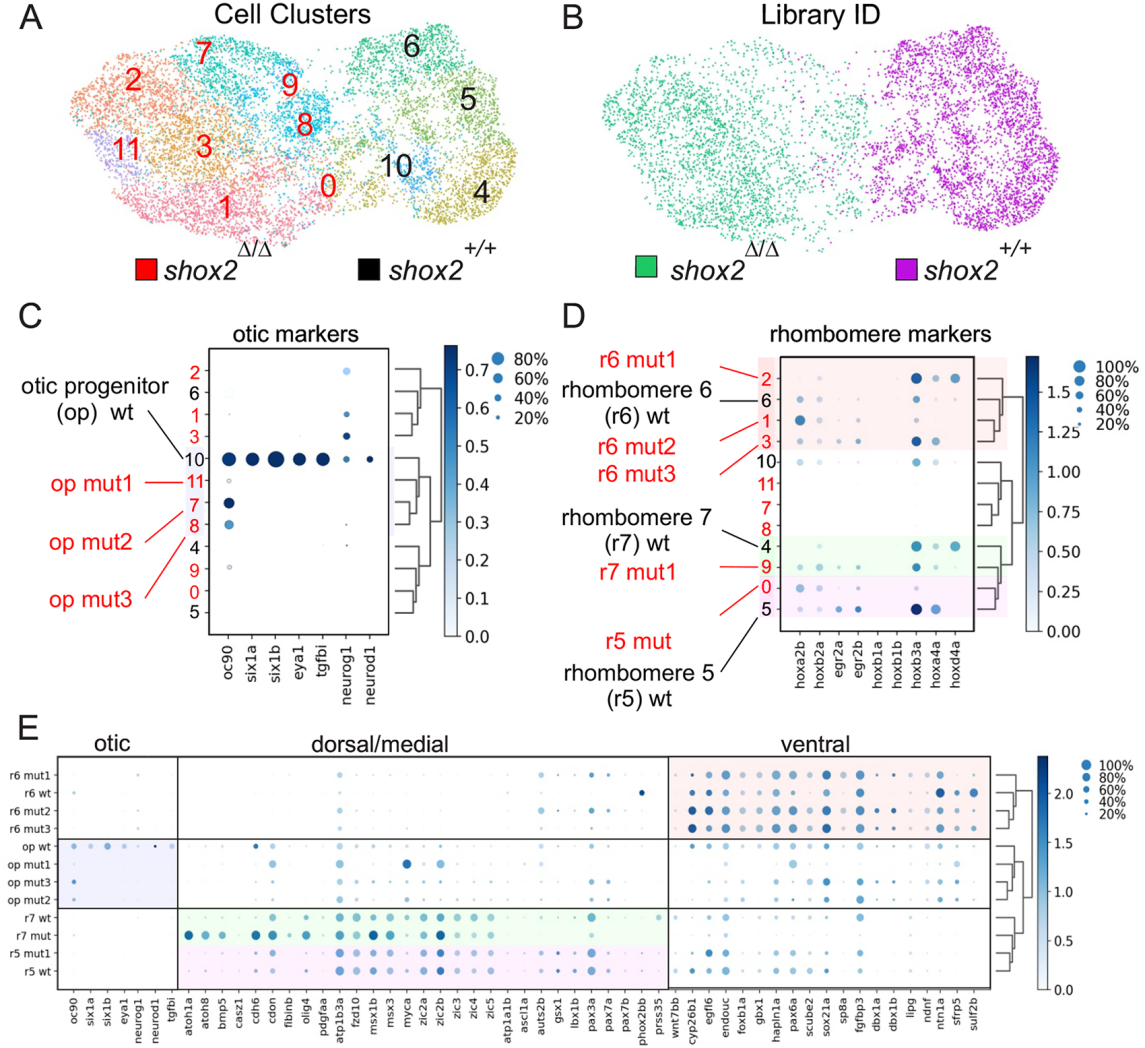
**Identifying progenitor populations from *shox2^+/+^* and *shox2*^Δ*/*Δ^ embryos.** Cell clusters that correspond to progenitors from the course-grain map were bioinformatically extracted and reanalyzed by unsupervised clustering before visualizing on UMAP coordinates. (A) Plot of progenitor populations from *shox2^+/+^* (magenta) and *shox2*^Δ*/*Δ^ (green) cells were identified using library identification barcode for each cell type. (B) Fine-grain UMAP plot shows 12 distinct cell clusters labeled from 0-11. *shox2^+/+^* clusters are labeled in black and *shox2*^Δ*/*Δ^ in red numerals. Dot plots were used to display marker gene expression. Each dot represents two values, the color of the dot represents relative gene expression levels and the size of the dot represents the percentage of cells expressing the gene. Hierarchical clustering identified related cell populations and the dendrogram represents the relationship between cell clusters. *shox2^+/+^* and *shox2*^Δ*/*Δ^ cell clusters are marked by black and red numbers, respectively. (C) Identifying otic progenitor (op) population that express inner ear marker genes (*oc90, six1a, six1b, eya1* and *neurog1*) were used to identify wild-type otic progenitor population. Hierarchical clustering revealed otic progenitors from wild-type and mutant cells that are highlighted by a blue box. (D) Identifying rhombomere cell populations expressing different *hox* genes (*hoxa2b*, *hox2a*, *egr2a*, *egr2b*, *hoxb1a*, *hox1b*, *hoxb3a*, *hoxa4a* and *hoxd4a*). Cell clusters were subjected to hierarchical clustering to identify cells from rhombomere (r) 5, 6 and 7. Cell populations from wild-type and mutant cells that are shaded in purple, red and green. (E) Expression of otic and developing rhombomere marker genes in progenitor populations. Dendrogram displays the relationship between clusters. Otic progenitor cluster are highlighted in blue, rhombomere 5, 6 and 7 clusters are highlighted in purple, red and green box, respectively.

In addition to cell autonomous changes, development of the otocyst requires signals from the hindbrain. Mutations that affect patterning of the adjacent rhombomere regions can cause profound defects in the inner ear development (Fekete, 1999). Mutations that alter hindbrain patterning such as *hoxa1*, impair FGF signaling from rhombomeres that lead to inner ear defects (Pasqualetti and Rijli, 2001). To determine if development of the rhombomeres is perturbed after *shox2* deletion, cell clusters corresponding to rhombomere progenitors were identified. Hierarchical clustering showed three major groups of progenitors from wild-type embryos. To classify progenitors from specific rhombomeres, we exploited the fact that rhombomeres can be identified by their *hox* gene regulatory networks. For each cluster, expression of the appropriate *hox* gene were identified. 

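The neural-progenitor-like clusters were compared by summing 79211177 UMIs of the wild-type library and 52179333 UMIs of the mutant library. In them hoxb3a (ENSDARG00000029263) was at 195 CPM in the wild-type library and 367 CPM in the mutant library, a log2 ratio of 0.91 (0.88 to 0.94). The ratio for hoxa4a (ENSDARG00000103862) was 0.82 (0.77 to 0.88), from 64.7 CPM to 114 CPM. Over all cells that passed the filters, the ratios were lower, at 0.52 for hoxb3a and 0.42 for hoxa4a. The clusters compared leave out the wild-type cluster 17, as set out below.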

In *shox2^+/+^* embryos, rhombomere 5 (r5) was defined by *hoxb3a* and *hoxa4a* genes (Prince et al., 1998; Tambalo et al., 2020). 

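In the same cells, hoxa2b (ENSDARG00000023031) was at 95.3 CPM in the wild-type library and 109 CPM in the mutant library, a log2 ratio of 0.19 (0.14 to 0.24). The level of hoxd4a (ENSDARG00000059276) was 59.7 CPM and 57.7 CPM, a log2 ratio of −0.05 (−0.12 to 0.02). Median-of-ratios scaling moved every ratio in these cells by −0.13, which left hoxa2b at 0.06.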

Rhombomere 6 (r6) and 7 (r7) were defined by *hoxa2b* and *hoxd4a*, respectively. From hierarchical clustering, the dendrogram shows *shox2*^Δ*/*Δ^ cell populations corresponding to r5-7 that have altered *hox* gene expression. 

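Over the 9 hox and egr2 genes of Fig. 7D, the median log2 ratio of mutant over wild-type in neural-progenitor-like cells was 0.91. With each gene centered and scaled within its library before clustering, which moved it most, it was 0.72, and relative to the median shift of all genes in these cells it was 0.78. Over all cells of each library, the median was 0.50, which was the ratio of egr2a. The largest ratio was that of egr2b (ENSDARG00000042826), at 2.06 (2.01 to 2.11), followed by hoxb1b (ENSDARG00000054033) at 1.51, hoxb1a (ENSDARG00000008174) at 1.21 and egr2a (ENSDARG00000044098) at 1.14. The ratio for hoxb2a (ENSDARG00000000175) was 0.43. The comparison leaves out cluster 17, which was drawn from the wild-type library and stayed unnamed because 2 of its top 10 genes were markers of another list and 1 was a neural progenitor or hindbrain marker. Cluster 10, with 587 mutant cells, had 2 of each and kept its name. With all 13 clusters led by neural progenitor markers, named or not, which was chosen after the data were seen, the cells numbered 4386 wild-type and 2614 mutant, the median was 0.78 and egr2a was at 0.78. In that set hoxd4a was at 0.08 (0.01 to 0.14), so its direction depended on the choice of clusters. Clusters 10 and 17, each led by mafba among others, held 587 of 6672 mutant and 369 of 8548 wild-type cells, respectively. Sums over clusters thus mix the level per cell with the share of each kind of hindbrain cell in a library.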

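Summed over the 9 hox and egr2 genes of Fig. 7D, the progenitor subclusters drawn mostly from the mutant library held between 547 and 1627 CPM, apart from subcluster 18 at 73.4 CPM. The mostly wild-type subclusters 0, 1, 12 and 15 held 514, 512, 641 and 584 CPM. The highest hoxa4a was in subcluster 13, which held both libraries, at 231 CPM, with 517 CPM of hoxb3a. Subclusters 7 and 11 of the mutant library followed with 204 and 193 CPM of hoxa4a, and 558 and 433 CPM of hoxb3a. The highest hoxd4a was in subcluster 5 of the mutant library, at 255 CPM, and next in subcluster 20 of both libraries, at 146 CPM, and subcluster 12 of the wild-type library, at 116 CPM. For hoxa2b, subcluster 4 of the mutant library was highest, at 223 CPM, followed by subcluster 11 at 182 CPM and subcluster 0 of the wild-type library at 149 CPM.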

Wild-type embryos displayed individual clusters corresponding to rhombomere 5-7, while *shox2*^Δ*/*Δ^ embryos show three r6 clusters along with altered r5 and r7 clusters (Fig. 7D). Progenitors from rhombomeres of *shox2*^Δ*/*Δ^ also showed subtle changes in marker gene expression corresponding to ventral and dorsal/medial markers as previously described (Tambalo et al., 2020) (Fig. 7E). 

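Of the 46 genes labelled in Fig. 7E, 40 had a log2 ratio of mutant over wild-type within 1 of 0 in the clusters led by neural progenitor markers, and the median was 0.23. The lowest ratio was −1.31 (−1.48 to −1.15) for pdgfaa (ENSDARG00000110069) and the highest 1.21 (1.14 to 1.29) for lbx1b (ENSDARG00000018611). Median-of-ratios scaling moved each ratio in this set by −0.14. From these markers and the hox genes, the paper concludes that rhombomere development is abnormal without shox2, and proposes that the loss acts on the inner ear either within its own cells or indirectly.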

The scRNA-seq experiments showed transcriptome changes in otic progenitors and that rhombomeres are not developing normally after *shox2* ablation. These results suggests that *shox2* deletion can have cell autonomous or indirect effect on inner ear development.

We wanted to validate some of the transcriptional changes in otic progenitors. 

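In the 9 progenitor subclusters drawn mostly from the mutant library, oc90 reached at most 21.4 CPM, six1b at most 3.83 CPM and eya1 at most 5.20 CPM. Subcluster 6, which held both libraries, had 38.4 CPM of oc90, 286 CPM of six1b and 208 CPM of eya1. Subcluster 18 stood apart from the other 8 by fabp11a (ENSDARG00000017299) at 1038.5 CPM, myca (ENSDARG00000045695) at 501 CPM, six3b (ENSDARG00000054879) at 239 CPM and rx1 (ENSDARG00000071684) at 123 CPM. Its pax6a (ENSDARG00000103379), at 145 CPM, lay inside the range of the other 8, which ran from 58.9 to 359 CPM. Of the 14 genes of the fixed eye list, 12 were raised in subcluster 18, against at most 4 in any other subcluster. The summed eye list was at 633 CPM there, next to 690.5 CPM in subcluster 16 and 551 CPM in subcluster 20, which held both libraries.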

Deletion of *shox2* results in three distinct mutant otic progenitors each with specific transcriptome changes. It is likely that alteration of an initial population of progenitors may result in additional changes and the appearance of new populations of aberrant otic progenitor cells. To determine the relationship between the otic cell types, hierarchical clustering was performed and a heatmap of the top 50 variable genes in each cell was used to display the relationship between each cell cluster. The associated dendrogram with the distribution of the clades in the dendrogram correspond to similarities between cell clusters (Fig. 8A). The otic progenitors were grouped together in the dendrogram. *shox2*^Δ*/*Δ^ cell cluster that displayed the highest similarity to the *shox2^+/+^* otic progenitors were used for differential gene analysis.

**Fig. 8.**
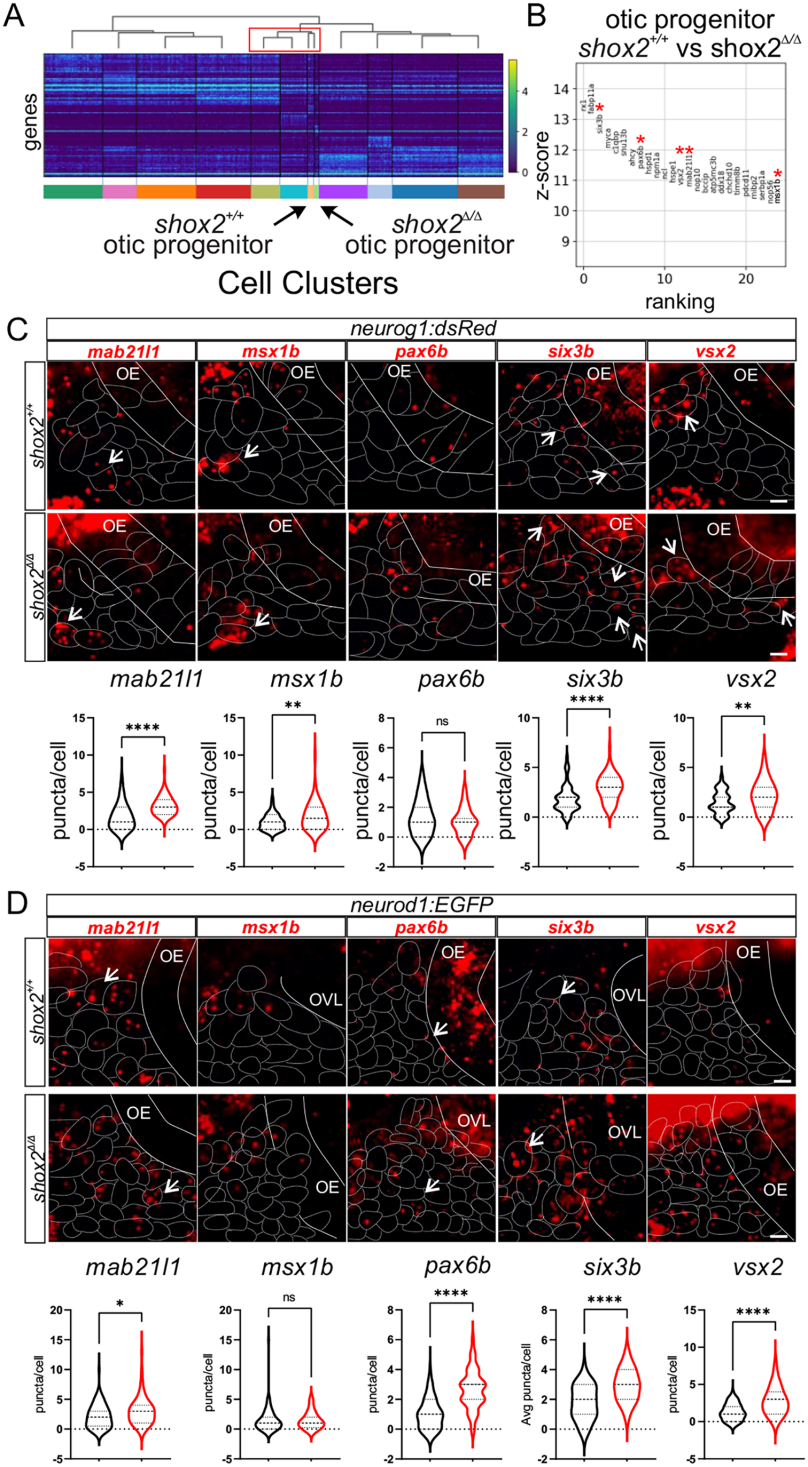
**Determining differential gene expression between *shox2^+/+^* and *shox2*^Δ*/*Δ^ otic progenitors and developing neurons.** (A) Heat map displaying transcript levels of the fifty variable genes for individual cells from each cluster identified in the progenitor population. Cells from each cluster is marked by a different color rectangle at the bottom of the heatmap. Arrows point to otic progenitor populations from shox2^+/+^ and shox2^Δ/Δ^ embryos. Dendrogram displays the similarity and relationship between cell populations. (B) Differential expression analysis of genes from *shox2^+/+^* otic progenitors with *shox2*^Δ*/*Δ^ mutant otic progenitor. The z-score associated with each gene represents the number of standard deviation away from the mean gene transcript levels between *shox2^+/+^* and *shox2*^Δ*/*Δ^ cells. The ranking of significantly altered genes is based on the z-score. Red asterisks denote transcripts that are subjected to smFISH. smFISH using *mab21l1*, *msx1b*, *pax6b*, *six3b* and *vsx2* probes was performed on 24 hpf *shox2^+/+^* and *shox2*^Δ*/*Δ^ embryos in (C) TgBAC(*neurog1:dsRed*) or (D) TgBAC(*neurod1:EGFP)* larvae. For TgBAC(*neurog1:dsRed*) lines, the following number of embryos were used for each smFISH probe: *mab21l1* (*shox2^+/+^*, *n*=15; *shox2*^Δ*/*Δ^, *n*=12), *msx1b*, (*shox2^+/+^*, *n*=15; *shox2*^Δ*/*Δ^, *n*=13), *pax6b* (*shox2^+/+^*, *n*=15; *shox2*^Δ*/*Δ^, *n*=13), *six3b* (*shox2^+/+^*, *n*=14; *shox2*^Δ*/*Δ^, *n*=13) and *vsx2* (*shox2^+/+^*, *n*=15; *shox2*^Δ*/*Δ^, *n*=12). For TgBAC(*neurod1:EGFP*) lines, the following number of embryos were used for each smFISH probe: *mab21l1* (*shox2^+/+^*, *n*=13; *shox2*^Δ*/*Δ^, *n*=12), *msx1b*, (*shox2^+/+^*, *n*=15; *shox2*^Δ*/*Δ^, *n*=12), *pax6b* (*shox2^+/+^*, *n*=15; *shox2*^Δ*/*Δ^, *n*=13), *six3b* (*shox2^+/+^*, *n*=15; *shox2*^Δ*/*Δ^, *n*=13) and *vsx2* (*shox2^+/+^*, *n*=15; *shox2*^Δ*/*Δ^, *n*=12). Quantification of puncta per cell from whole-mount zebrafish at 24 hpf in dsRed or EGFP marked cells displayed as violin plots from shox2^+/+^ (black) and shox2^Δ/Δ^ (red) embryos. Solid lines mark the otic epithelium (OE) and otic vesicle lumen (OVL) in the images, while dashed lines outline cells expressing the fluorescent transgenes. Values reported (mean±s.e.m.). Statistical tests were performed on the number or larvae from each sample using Welch's *t*-test. n.s. (not significant), *P≤0.05, **P≤0.01, ****P≤ 0.0001. Scale bars: 10 µm.

Differential gene expression analysis between the *shox2^+/+^* and *shox2*^Δ*/*Δ^ otic progenitor clusters from scRNA-seq data revealed altered gene expression. 

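In the otic-like cells, 2658 genes reached 50 CPM in at least one library, with a median log2 ratio of mutant over wild-type of 0.09. Genes were named from both ends of the ratios by a rule fixed before the counts were read. The lowest were those of the reporters, at −7.46 for EGFP and −6.80 for DsRed, which the wild-type embryos carried under neurog1 and neurod1 promoters. Next came stmn4 (ENSDARG00000030106) at −3.19 (−3.64 to −2.76), hist1h4l (ENSDARG00000115281) at −2.66 (−2.78 to −2.54) and spc24 (ENSDARG00000093622) at −2.04 (−2.43 to −1.67). Among the highest were CR847906.1 (ENSDARG00000099493) at 4.97 (4.14 to 5.94), apoeb (ENSDARG00000040295) at 4.12 (3.84 to 4.42), hspb1 (ENSDARG00000041065) at 3.82 (3.41 to 4.26) and si:busm1-105l16.2 (ENSDARG00000070858) at 3.36 (2.84 to 3.91). On counts simulated from the otic-like cells, with 200 of 2397 genes changed 2-fold, 95.6% of the intervals held the true ratio.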

Genes that show the greatest differences between shox2^+/+^ and *shox2*^Δ*/*Δ^ otic progenitors were identified based on their z-score, a metric corresponding to the number of standard deviations away from the mean transcript levels. Using the z-score, a ranked list of differentially expressed genes was identified for pairwise comparison to wild-type and mutant otic progenitors, with genes implicated in specification and differentiation in other tissue types marked by red asterisks (Fig. 8B). 

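All 25 genes labelled in Fig. 8B were counted in the otic-like cells of at least one library. Their log2 ratios of mutant over wild-type had a median of 0.46, with 18 intervals above 0 and 1 below 0. These genes were read from a figure that was made from the same cells, so their tally is not independent evidence. In other classes the same labels gave a median of 0.56 in neural-progenitor-like, 0.42 in endothelium-like, 0.34 in pharyngeal endoderm-like, 0.16 in neural crest-like and −0.08 in epidermis-like cells. Of the genes marked by asterisks, msx1b (ENSDARG00000008886) was at 17.3 CPM in wild-type and 33.4 CPM in mutant otic-like cells, a log2 ratio of 0.95 (0.60 to 1.29). Cells of any cluster with at least 3 otic markers moved it most, to 1.55. For pax6b (ENSDARG00000045936), 21 UMIs were counted in each library, with a ratio of 0.49 (−0.46 to 1.43). For mab21l1 (ENSDARG00000102047), 11 wild-type and 9 mutant UMIs gave 0.20 (−1.25 to 1.60). Neither interval excluded 0 in these cells. In cells of any cluster with at least 3 otic markers, pax6b was at 1.49 and mab21l1 at −0.60. For six3b, 0 wild-type and 12 mutant UMIs were counted, a ratio of 5.60-fold with the wild-type library set to 3 UMIs. For rx1, which leads the ranked list, 0 and 7 UMIs gave 3.27-fold in the same way. Neither value allows for counting error in the mutant UMIs. The mutant UMIs of six3b came from 7 of the 230 otic-like cells. Over the whole libraries, six3b rose from 0.142 CPM to 6.37 CPM, a log2 ratio of 5.49 (4.92 to 6.13). Of the mutant library's 835 six3b UMIs, 522 lay in the 97 cells with UMIs of at least 3 eye markers, and 12 in otic-like cells.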

To validate changes in transcript levels, we employed single molecule fluorescence *in situ* hybridization (smFISH) on 24 hpf embryos. We chose genes *mab21l1* (Wong and Chow, 2002), *msx1b* (Phillips et al., 2006), *pax6b* (Nornes et al., 1998), *six3b* (Seo et al., 1998) and *vsx2* (Vitorino et al., 2009) that were on the ranked list and have been implicated in cell fate specification or development in different tissues. To identify the cell population that could be affected in the inner ear, we used *Tg(neurog1:dsRed)* and *Tg(neurod1:EGFP)* embryos. smFISH probes were used to detect transcripts in *shox2^+/+^* and *shox2*^Δ*/*Δ^ embryos. Puncta corresponding to mRNA molecules in fluorescent cells were quantified with the genotype blinded to the experimenter. All transcripts showed altered expression levels in *shox2*^Δ*/*Δ^ embryos (*mab21l1*, *P*<0.0001; *msx1b*, *P*<0.01; *six3b*, *P*<0.0001; *vsx2*, *P*<0.01) except for *pax6b* (Fig. 8B). To mark developing neurons, the *Tg(neurod1:EGFP)* reporter was used. The same smFISH probes were used to detect transcripts in *shox2^+/+^* and *shox2*^Δ*/*Δ^. Quantification of puncta in marked developing neurons revealed changes in all transcripts in *shox2*^Δ*/*Δ^ embryos (*mab21l1*, *P*<0.05; *pax6b, P<0.0001; six3b*, *P*<0.0001; *vsx2*, *P*<0.0001) except of *msx1b* (Fig. 8C). These results validated the differential gene expression changes observed between *shox2^+/+^* and *shox2*^Δ*/*Δ^ otic progenitors from the scRNA-seq dataset. Some of the altered transcripts persist in developing neurons suggesting that altered transcript levels in mutant otic progenitor likely perturbs normal otic neuronal development.

## DISCUSSION

Within the inner ear, there are two main populations of neurons that transmit auditory and vestibular information. Genes involved in the development of either vestibular or auditory SAG neurons from otic progenitors is still unclear. Delamination along the anterior and posterior ends of the otic vesicle as well as differences in developmental timing likely allows integration of different patterning signals (Maier and Whitfield, 2014; Radosevic et al., 2011) to work in conjunction with intrinsic factors to specify for auditory or vestibular neuron fate. Here we show that *shox2*, a homeobox domain containing transcription factor, is required for establishing otic progenitor identity and subsequent development of anterior SAGs that correspond to vestibular neurons. Changes in cell identity was revealed through scRNA-seq. Multiple aberrant populations of otic and rhombomere progenitors from mutant fish likely contribute to abnormal vestibular neuron development. Interestingly, *shox2* deletion only affects the number of vestibular neurons and spares the auditory neurons. These changes may arise due to *shox2* function in pathways specific for vestibular neuron development.

We show that *shox2*^Δ*/*Δ^ larvae fail to inflate their swim bladders by 7 dpf. The absence of a functional swim bladder reduces survival of zebrafish larvae (Goolish and Okutake, 1999; Schoppik et al., 2017). The swim bladder in zebrafish allows the fish to counteract the density imposed by water and maintain buoyancy after changing depth in the water column (Heller and Brandli, 1999; Lindsey et al., 2010; Robertson et al., 2007; Schoppik et al., 2017). Furthermore, the swim bladder in developing zebrafish larvae is required for the maintenance of body orientation when swimming (Ehrlich and Schoppik, 2019; Schoppik et al., 2017). *shox2* expression has not been detected in the swim bladder, we propose that vestibular dysfunction occurs due to loss of anterior SAGs that innervate the utricle. The lack of a vestibular input could indirectly affect swim bladder inflation.

Larval zebrafish vestibular system is essential for controlling the nose-up and nose-down orientation, which allows larvae to swim to the surface, get air and inflate their swim bladders (Goolish and Okutake, 1999; Riley and Moorman, 2000; Schoppik et al., 2017). Behavioral data indicates that *shox2*-null larvae have difficulty maintaining their balance. During development, zebrafish larvae posture is unstable. To maintain postural control, they move in swim bouts (Bagnall and Schoppik, 2018; Ehrlich and Schoppik, 2019). We suggest that *shox2*-null larvae initially swim at greater distances than wild-type siblings to maintain postural control. The swim bout would allow the *shox2*-null mutant larvae to compensate for any balance deficiencies they might have as they develop. This behavior recovers to normal by 7 dpf and likely alludes to compensatory mechanisms for vestibular function as the fish matures.

The developmental role of zebrafish *shox2* in the inner ear has not previously been studied. Our data show that zebrafish *shox2* is expressed at early stages of SAG development starting in otic neuronal progenitors and persisting in developing neurons but disappears when anterior and posterior SAGs segregate. Ablation of *shox2* results in a significant decrease of anterior SAGs, a subset of SAGs that innervate utricular hair cells that convey vestibular information but leaves neurons that innervate the saccular hair cells unaffected. Cell lineage tracing has shown that there are three different neurosensory progenitor pools in the developing inner ear. Progenitors in the anterior region of the developing ear have segregated at the onset of *neurod1* and *atoh1* expression to establish neuronal and sensory precursors, respectively (Sapede et al., 2012). Expression of *shox2* overlaps with the establishment of neuronal precursors but only affects the number of vestibular neurons and do not display an obvious effect on auditory neurons. We acknowledge that a more subtle deficit may be present in auditory neurons but our results suggests that *shox2* is necessary for vestibular development soon after neuronal precursors are present in the anterior pole of the otic vesicle.

From the scRNA-seq data, we identified an otic neuronal progenitor population as previously reported (Tambalo et al., 2020). After ablation of shox2, three novel populations of otic progenitors in the mutant zebrafish arise that show altered expression of six1a, six1b and eya1. These populations likely correspond to abnormal otic populations. Multiple inner ear cell types may be affected but we observe that these changes ultimately decrease the number of anterior SAGs. These changes likely affect development of vestibular neurons as observed by decreased number of developing anterior SAGs in *shox2*^Δ*/*Δ^ embryos while leaving auditory neuron numbers unchanged. The *shox2* gene regulatory network may help precursors decide whether to become vestibular instead of auditory neurons. Similar to zebrafish, scRNA-seq of mouse developing otic cells from E9.5-15.5 also show that cochlear vestibular ganglion precursors express *Shox2*. Unlike zebrafish, *Shox2* is present in developing spiral ganglion neurons but not in vestibular neurons (Sun et al., 2022). The difference between mice and fish in determining vestibular and auditory neurons may be due to the lack of the murine *Shox* gene (Gianfrancesco et al., 2001). Zebrafish *shox* may provide a distinct gene regulatory network that contributes the differences observed in fish. Nevertheless, these studies place the role of *shox2* in development of inner ear neuron subtypes.

During embryogenesis, inner ear development is known to require external signals from the developing rhombomeres. Altered rhombomere development such as mutations in *hoxa1*, indirectly affect otic development (Pasqualetti et al., 2001). From single cell RNA-seq analysis, we find aberrant progenitor populations in developing rhombomeres 5-7 that suggest the rhombomeres are also not developing properly. Adjacent rhombomeres are known to provide instructional cues for otic vesicle patterning and development. Improper rhombomere patterning can ultimately alter signaling required for otic development and contribute to inner ear defects observed in *shox2*^Δ*/*Δ^. The lack of *shox2* could result from non-autonomous defects in otic development.

During otic development, the majority of early-born SAG precursors from the anterior region produce vestibular neurons, whereas posterior neurons that arise later include auditory neurons. The early expression of *shox2* at 18 somite stage (∼18 hpf) and its disappearance by 48 hpf during SAG development implicate a role for *shox2* regulating the decision for SAGs to become vestibular neuron. Establishing an anterior and posterior otic identity may be crucial in the decision to generate vestibular neurons. Fgf and Hedgehog (Hh) signaling pathways are well established and shown to specify anterior and poster identity in the otic placode and vesicle (Hammond and Whitfield, 2011). Inhibiting Hh signaling results in loss of posterior otic structures and are replaced by duplicated anterior otic structures. Conversely, increased activation of Hh signaling by overexpressing sonic hedgehog (shh) in the embryo results in absent anterior otic structures and duplicated posterior structures (Hammond et al., 2003). Hh genes are expressed between 16.5-30 hpf in midline tissues, notochord and floorplate, these include shh in both the notochord and floorplate, tiggy-winkle hedgehog (twhh) in the floorplate and echidna hedgehog (ehh) in the notochord (Hammond et al., 2003). This time point coincides with when we observe *shox2* reporter expression around the developing otic placode at 18 somite state (∼18 hpf) and around the otic vesicle at 24 hpf. The shox2 reporter signal disappears by 48 hpf. Deletion of *shox2* may affect a gene regulatory network in otic cell types that activates Hh signaling resulting in a reduction of anterior SAGs.

Fgf has been implicated in initial neuroblast specification in multiple vertebrate species and likely plays a role in parallel with *shox2* to establish the appropriate number of vestibular neurons. A gradient of Fgf levels coordinates distinct steps in SAG development which includes specifying neuroblasts within the otic vesicle. *shox2* likely acts within this timepoint as neuroblasts are being specified to help determine vestibular neuron identity. Rising levels of Fgf terminate further specification (Vemaraju et al., 2012). Alteration in expression of these genes was observed from differential gene expression from scRNA-seq data show genes associated with FGF signaling. In mammals, a gene regulatory network controlled by FGF signaling during inner ear development shows that FGF affects *Pax6* and *Six3* (Anwar et al., 2017). In left right asymmetry, FGF signaling upstream of transcription factors such as *six3b* and ectopic activation of FGF signaling leads to overexpression of *six3b* while reduction in FGF signaling leads to decreased *six3b* expression (Neugebauer and Yost, 2014). We show by smFISH that *six3b* is upregulated and suggest that FGF signaling may be deregulated in *shox2* mutant fish that leads to improper development of anterior SAGs resulting in the reduction of vestibular neurons. The aberrant populations of cells observed in the scRNA-seq could be the result from acquiring abnormal differentiation trajectories or correspond to populations of neurons that are stalled at early developmental steps. Overall, the data suggests that *shox2* may act downstream or in parallel with FGF and Hedgehog signaling for vestibular neuron development.

Here, we implicate a role of *shox2* in zebrafish vestibular neuron development. *In situ* hybridization shows the presence of shox2 expressing cells that reside in the otic placode that corresponds to neurosensory progenitors. Lineage mapping of a *shox2* reporter marked neuronal and sensory progenitors in the developing inner ear. Molecular analysis confirms the presence of aberrant otic progenitors that ultimately results in a reduction of anterior SAGs. Together, our findings implicate *shox2* in vestibular neuron development.

## MATERIALS AND METHODS

### Zebrafish husbandry and strains

Adult *Danio rerio* (zebrafish) were housed under standard conditions at the Rutgers University aquatic facility in Nelson Biology Laboratories. Zebrafish embryos were obtained by natural spawning of sexually mature adults. Embryos were collected and kept in 60 µg/ml of Instant Ocean Sea Salt solution supplemented with Methylene Blue at 28.5°C (Westerfield, 2000). Embryos used for fluorescence microscopy were incubated in 60 µg/ml Instant Sea Salt solution without Methylene Blue or in E3 medium (5 mM NaCl, 0.17 mM KCl, 0.33 mM MgSO_4_, 0.33 mM CaCl_2_ pH 7.2 buffered with HEPES) and supplemented with 0.176 mM propilthioluracil (PTU) (Kindt et al., 2012; Westerfield, 2000). Reporter lines used were kept as separate inbred strains.

To label all inner ear cell types, *Tg(pax2a:GFP)^e1Tg^* was used (Picker et al., 2002). Inner ear neuronal progenitors and transit-amplifying neuronal population were identified using *TgBAC(neurog1:dsRed)^nl6Tg^* and *TgBAC(neurod1: EGFP)^nl1Tg^* reporter zebrafish, respectively (Drerup and Nechiporuk, 2013; Obholzer et al., 2008). Fluorescent reporters containing the *shox2*^Δ^ allele were kept in a mixed genetic background. The following *reporters* were generated containing the *shox2*^Δ^ allele: Tg*(shox2*^Δ*/+*^*, pax2a:GFP)^e1,^, Tg(shox2*^Δ*/+*^*, neurod1:EGFP)*^nl1^, *Tg(shox2*^Δ*/+*^*, neurog1:dsRed)^nl6^* and Tg*(shox2*^Δ*/Gal4*^*,UAS:GFP)^nns51Tg^*. Experiments performed with wild-type embryos were done with EKW and AB strains. Embryos were staged accordingly (Kimmel et al., 1995). All experiments were approved by the Institutional Animal Care and Ethics Committee of Rutgers University. Table 2 for genetic background information and resource identification number.

**Table 2.**
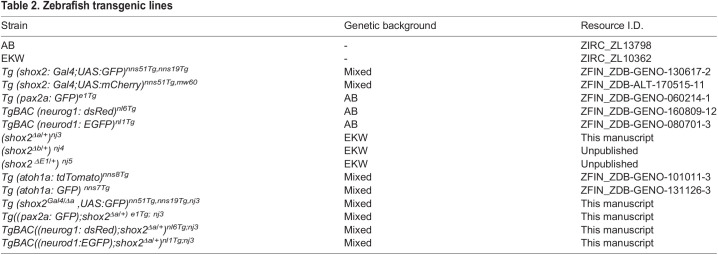
Zebrafish transgenic lines

### Generating shox2 mutant and shox2 reporter animals

*shox2* mutant allele was generated using single guide RNA complexed with CRISPR/Cas9. sgRNAs targeting exons 1 and 2 of the *shox2* gene were designed using CRISPRscan (Moreno-Mateos et al., 2015). A combination of sgRNAs (Table 1) was used to target exons 1 and 2 of the *shox2* gene. CRISPR/Cas9 sgRNA complexes were formed by incubating a NLS-Cas9 protein and the pair of sgRNAs at room temperature for 10 min. Approximately 483 pg of Cas9 with 75 ng of both sgRNA was microinjected into EKW zebrafish embryos at 1-4 cell stage. Founder fish with *shox2*^Δ^ allele were identified by PCR genotyping and outcrossed to wild-type EKW adults. *shox2*^Δ^ PCR product was cloned into pCRII and sequenced. F1 zebrafish with the predicted deletion were propagated. Three different *shox2* mutant alleles were identified and characterized. F1 zebrafish that harbored the *shox2*^Δ^ allele was used to generate F2 animals. The F2 fish were maintained as *shox2*^Δ*/+*^ heterozygotes.

To generate the shox2:Gal4 knock-in transgenic zebrafish, a CRISP/Cas9-mediated genome engineering method was employed (Kimura et al., 2014). A donor plasmid containing a short guide RNA (sgRNA) (5′-GGGGCTCGCGGTGAGGGAAGG-3′) was used to target a region upstream of the *shox2* protein coding sequence. The donor plasmid also harbored a minimal heat-shock protein 70 (hsp70) promoter sequence with the *Gal4* gene. The donor plasmid was co-injected with Cas9 mRNA. Cleavage by CRISPR/Cas9 and homology independent DNA repair inserted the minimal promoter and Gal4 gene into the region. To generate reporters, Tg(shox2:Gal4) fish were mated with transgenic fish carrying UAS:GFP or UAS:mCherry. These animals, *Tg(shox2:Gal4; UAS:GFP)^nn51Tg^ and Tg(shox2:Gal4; UAS:mCherry)^nn51Tg;mw60^* reporters were used for labeling *shox2* cells as described (Marquart et al., 2015; Miesfeld and Link, 2014).

### PCR genotyping of shox2 Alleles

Genomic DNA was obtained from either adult zebrafish fins, fixed tissue, or fresh embryonic tissue. The tissue was lysed using 1X DNA extraction buffer (10 mM Tris HCl pH 8.3 and 50 mM KCl) and freshly added 0.3% IGEPAL, 0.3% Tween-20) (JIng, 2012). Tissue was incubated in 1X DNA extraction buffer at 95°C to lyse cells and incubated in 1X DNA extraction buffer containing 1 µg/µl of proteinase K was added at 55°C for 16 h. To inactivate the proteinase K, samples were incubated at 95°C for 10 min before use. Extracted genomic DNA was used for PCR genotyping. To decrease secondary structure in the genomic DNA, samples were heated to 95°C for 5 min and immediately placed on ice before using for PCR. The primers were incubated at 70°C for 5 min and then placed on ice. PCR reactions were set up by using EconoTaq Plus Green 2X Master Mixes (Lucigen), genomic DNA (0.5 μl) and primer (100 nM of each primer) as suggested by the manufacturer. PCR reactions were incubated at 95°C for 20 s, 60°C for 20 s and 68°C for 30 s for 40 cycles. The *shox2^+^* allele was identified by PCR amplification using *shox2WT F* and *shox2WT R* primers, while the *shox2*Δ allele was detected using *shox2*Δ*F* and *shox2*Δ*R* primers that flank the deletion site. Sequence of primers and amplicon sizes are listed in Table 1.

### mRNA expression analysis

Embryos were manually dechorionated or treated with 1 mg/ml Pronase E before rinsing three times with embryo water. Embryos were anesthetized with 0.03 mM of MS-222 in the Instant Ocean Salt solution. Embryos were deyolked by pipetting the embryos up and down in Ringers Buffer (116 mM NaCl; 2.9 mM KCl; 5.0 mM HEPES at pH 7.2) and 1 mM EDTA and rinsed twice in cold Ringers Buffer. A piece of the tail was clipped from each embryo for PCR genotyping before using the remaining embryo for RNA extraction. Individual embryos were placed in 1.5 µl microcentrifuge tubes and incubated at −80°C for at least 30 min for long term storage and cell lysis before RNA extraction.

The total RNA was obtained by crushing the frozen embryos in disposable pre-chilled pestles. A total of 300 µl of TRIzol (Thermo Fisher Scientific) was used per embryo (De Jong et al., 2010). 60 µl of chloroform per 300 µl of TRIzol was added to the samples to separate the organic and aqueous phases. 150 µl of isopropanol per 300 µl of TRIzol was added to each sample to precipitate the RNA. The isopropanol was supplemented with 15 µg/ml of GlycoBlue (Thermo Fisher Scientific) to aid with RNA precipitation. Total RNA was quantified using a NanoDrop spectrophotometer. cDNA was synthesized by using 0.5ug of total RNA together with the qScript cDNA synthesis kit (Quanta Bio) according to the manufacturer's instructions. cDNA synthesis reaction was incubated with RNaseH for 30 min at 37^°^C.

Relative levels of cDNA were measured by quantitative real-time PCR (qPCR) using SYBR green (Life Technologies). qPCR mix containing cDNA (1 µl), primers (300 nM of each primer), and SYBR green master mix was incubated in the StepOnePlus or Quant Studio3 (Thermo Fisher Scientific) real-time PCR machine at 95°C for 15 s, 60°C for 1 min for 40 cycles. Each biological replicate contained technical triplicates. Samples were normalized to the *eef1a1l1* and compared to controls. Relative differences in cDNA levels were calculated using the ΔΔCT method. Primers used for qPCR are listed in Table 1.

### *In situ* hybridization of zebrafish embryos

The *shox2* anti-sense probe for *in situ* hybridization was obtained by *in vitro* transcription of the full length *shox2* in the CMV SPORT6.1 plasmid backbone. The plasmid was linearized using KpnI, purified with a DNA concentrator −5 column (Zymo Research), and used as DNA template for *in vitro* transcription. 1 µg of purified plasmid was incubated with 30 units of T7 RNA polymerase containing either a fluorescein or a digoxigenin (DIG) RNA labeling mix (Perkin Elmer). The reaction was incubated at 37°C for 3 h and stopped by the addition of EDTA. RNA probes were purified from free nucleotides using NucAway spin columns (Thermo Fisher Scientific) before use as probe for *in situ* hybridization.

Embryos for *in situ* hybridization were fixed in fresh 4% formaldehyde in 1X PBS (137 mM NaCl, 2.7 mM KCl, 10.1 mM Na_2_HPO_4_, 1.8 mM KH_2_PO_4_; pH 7.4). After fixation, embryos were washed for 10 min in 1X PBS/0.1% Tween-20. Samples were incubated in an increasing methanol series at room temperature with 25%, 50%, 75% methanol, for 10 min at each step. Methanol solutions were diluted in 1X PBS/0.1%Tween-20. Samples were finally dehydrated for 10 min in 100% methanol and stored at −20°C overnight. Samples were re-hydrated in 75%, 50%, and 25% methanol diluted in 1X PBS/0.1%Tween-20. Re-hydrated samples were washed in 1X PBS/0.1%Tween-20 and permeabilized with 1X PBS/0.1%Tween-20 containing 10 µg/ml Proteinase K. Incubation time in Proteinase K solution depended on the age of the zebrafish embryos (Westerfield, 2000). To remove Proteinase K, samples were washed twice for 5 min in 1X PBS/0.1%Tween-20, post-fixed for 30 min at room temperature with 4% formaldehyde, washed twice for 5 min each time in 1X PBS/0.1%Tween-20 and incubated in pre-hybridization buffer (50% formamide, 5× SSC, 50 μg/ml heparin sodium salt, 0.1% Tween-20, 5 mg/ml torula RNA) for 2-3 h from 68-70°C. Labeled probes were diluted into pre-hybridization buffer, added to samples and incubated overnight at 68-70°C. Samples were subjected to a series of washes in Saline Sodium Citrate (SSC) based solutions (1X SSC: 150 mM NaCl; 15 mM Na_3_C_6_H_5_O_7_, pH 7.0) at 68-70°C. Samples were washed twice for 30 min in 50% formamide/ 2X SSC, once for 15 min in 2X SSC and once for 30 min in 0.2X SSC. Samples were washed twice for 5 min at room temperature in 1X maleic acid buffer/0.1%Tween-20 (1X MAB: 50 mM C_4_H_4_O_4_, 75 mM NaCl) before incubating in blocking buffer (2% Blocking reagent, 10%normal goat serum (NGS), 1X MAB, 0.1%Tween-20) for 1 h at room temperature. Anti-DIG-AP antibody was added to the blocking buffer and samples were incubated overnight at 4°C. To develop the samples, specimens were washed four times for 20 min each time in 1X MAB/0.1% Tween-20, washed twice for 5 min in 1X PBS and incubated at 4°C in the shaker with NBT/BCIP. Excess chromagen was removed in two washes of 10 min in 1X PBS and incubated overnight in 50%Glycelol/ 1X PBS (Thisse et al., 1993). Samples were then mounted on 1% low melting point agarose and imaged with an Olympus SZX16 stereo microscope. For frozen sections, embryos at 18 somite stage were embedded in OCT and frozen. Frozen blocks containing embryos were cut into 20 µm sections on a cryostat at −20°C mounted on a glass coverslip and images acquired on an Olympus BX63 histology microscope.

### Whole-mount immunostaining of zebrafish embryos

Zebrafish embryos were fixed at the desired stages in 4% formaldehyde for 4 h at 4°C (Kindt et al., 2012). Then embryos were postfixed for 1-3 h at room temperature in fresh 4%formaldehyde. Alternatively, embryos were fixed overnight at 4°C. To remove excess formaldehyde embryos were washed five times in 1X PBS/0.01% Tween-20 for 5 min each. The immunohistochemistry of zebrafish embryos was modified from a published protocols (Andermann et al., 2002). Briefly, samples were washed three times for 5 min in 1X PBS/ 0.1%Triton X-100. Subsequently, embryos were washed three times for 30 min in 10 mM Tris-Base pH 7.4. Samples were blocked for 1-2 h at room temperature in blocking buffer (1X PBS, 2%NGS, 1% bovine serum albumin (BSA), 1% DMSO, and 0.1% Triton- X100). Primary antibodies were incubated overnight at room temperature. After antibody incubation samples were washed three times for 15 min in 1X PBS/0.1%Triton-X100. Secondary antibodies and Hoechst (500 ng/μl) were diluted in the blocking buffer and incubated overnight at room temperature. After washing excess secondary antibodies, samples were incubated overnight at 4°C in 50%Glycerol/1X PBS. Samples were mounted on glass bottom dishes using 1% low melting agarose to immobilize zebrafish embryo samples. 50%Gycerol/ 1X PBS was added to the dish for imaging. Antibodies are listed in Table 3.

**Table 3.**
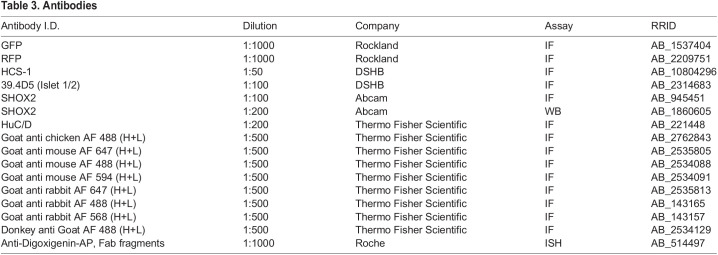
Antibodies

### Quantifying zebrafish hair cells and SAG

Images for quantification of SAG in the zebrafish inner ear were acquired with the Zeiss LSM 800 confocal microscope with a 20X air objective. A digital zoom of 1.5X −5.0X was used. Digital zoom varied depending on the developmental stage and region imaged. Z-stacks were acquired through the entire inner ear at all developmental stages in 1.5-3.0 µm steps. ImageJ was used for quantification of fluorescence images. GFP labeling from the *neurod1* reporter was used to identify the aSAG and pSAG around the otic vesicle. SAG quantification was performed by identifying the optical section containing the brightest Shox2 labeling within a Z stack. Fluorescence from the immunolabeling was accomplished by drawing a region of interest (ROI) around individual HuC/D positive cells in the developing SAG.

### Swim bladder inflation and balance assay

These assays were all performed blinded to genotype. At 4 dpf individual zebrafish larvae were placed on a 24-well plate (1 larva/well). Swim bladder inflation was scored from 4-7 dpf. If the swim bladder was not fully inflated, it was counted as a non-inflated swim bladder. To determine behavioral abnormalities related to balance, only zebrafish with fully inflated swim bladders were used. The zebrafish larvae were placed on a 60 mm petri dish filled with approximately ∼15 ml of embryo water and prodded on the lateral side of their trunk with an eyelash tool. The distance moved, and the larvae's body position relative to the bottom of the dish were recorded. To determine if the larvae can maintain balance, the fish were observed for 1 min. They were scored as ‘pass’ if the larvae maintained a ventral-up position relative to the bottom of the dish. The fish would be scored as ‘fail’ if, they could not maintain a ventral position within the trial period (Kwak et al., 2006). After the behavior assay was completed, larvae were genotyped.

### Acoustic startle response

The acoustic startle response was later elicited in a chamber modified from a 96–well plate with a speaker attached to the bottom. To test for an acoustic startle response in zebrafish, individual 5 dpf larvae were placed in the central 24 wells of a 96-well plate (1 larvae/well) and housed in a sound-attenuating chamber. A Visatron SC 5.9 ND speaker was placed 4 cm away from the multi-well plate. The speaker was connected to the RZ6 Multi-I/O Processor to produce acoustic stimuli. Tones at 90 dB were presented as 24 ms cosine-squared gated 100 ms tone pips at 0.1, 0.2, 0.3, 0.5 and 1 kHz (Bhandiwad et al., 2013; Zeddies and Fay, 2005). A camera was placed over the multi-well plate to record larvae movement during tone presentation at 30 frames s^–1^ (1280×720 pixels resolution). A custom macro was written. The image analysis algorithm is based upon subtraction of images acquired before and after the presentation of a tone-burst to identify movement (Lin et al., 2016). Animals that showed movement 100 ms after tone burst were scored as showing a startle response. After the trials, zebrafish were sacrificed with a lethal dose of MS-222 and placed in lysis buffer for PCR genotyping.

### scRNA-seq of zebrafish otic region

To generate the embryos for scRNA-seq several genetic crosses were implemented. *shox2^+/+^* animals with neuronal progenitors and neuroblast labeling *Tg(neurog1:dsRed)* and *Tg(neurod1:EGFP)* animals were crossed to each other. Only embryos with both dsRed and EGFP labeling were retained for the experiment. *Tg(shox2^Gal4/^*^Δ*a*^*; UAS:GFP)* in-crosses produced GFP negative *shox2*^Δ*/*Δ^ and GFP positive *Tg(shox2^Gal4/a^; UAS:GFP)* embryos. GFP negative *shox2*^Δ*/*Δ^ embryos were used. Embryos were obtained at 16, 20 and 22 hpf. For each genotype, 40-60 sorted embryos were obtained. The difference in time points allowed for collection of different cells undergoing development within this time window.

Embryos were dechorionated with 1 mg/ml pronase E and 1X HBSS and rinsed two twice with de-yolking solution (0.03 mM MS-222 and 1X DMEM, high glucose and 1X B27), The embryos yolk was mechanically dissociated by gently pipetting the embryos in the de-yolking solution. Removing the yolk allows lateral mounting of the embryo. Embryos were rinsed three times in de-yolking solution, placed on its side to clearly identify the otic region was identified using oblique illumination under an Olympus SZX16 dissecting stereomicroscope equipped with a 0.8X objective with up to 11.5X magnification. The embryo was placed onto a Petri dish with a droplet of solution and excess liquid was wicked away from the embryo to maintain the position of the embryo. The embryo was then immobilized using a 0.33 mm fine tip needle. Lateral incisions flanking the otic vesicle were sequentially made using another 0.33 mm fine tip needle before a final cut released the tissue chunk from the embryo (Tambalo et al., 2020). Debris surrounding the tissue fragment was removed without damaging the otic vesicle and the tissue inspected for its integrity. Tissue fragments containing the intact otic region was transferred with a fire-polished glass pipette in a 0.5 ml Lo-bind tube coated with 10%BSA in 1X PBS (Wagner et al., 2018). Dissected tissue was kept on ice in de-yolking solution until cell dissociation. Tissue was washed with 1X HBSS, incubated at room temperature with 200 µl of FACSmax (Gelantis) supplemented with 1 mg/ml of activated papain (Worthington) for 5 min and mechanically dissociated with 10%BSA/1XPBS coated tips (Wagner et al., 2018). The dissociated cells were centrifuged at 300 g for 5 min at 4°C. The dissociation solution was removed, and cells were washed twice with 1% BSA/1XPBS. Cells were counted using the Moxi Z automated cell counter (Orflo) using the Type S cassettes before the final spin. Cells were resuspended at 1200 cells/µl in 0.05%BSA/ 1X PBS and placed on ice.

For each Single-cell cDNA libraries were generated using the Chromium Next GEM Single Cell 3′ GEM, Library & Gel Bead Kit v3 (10X Genomics). Approximately 20,000 dissociated cells were loaded onto a cassette in the Chromium Controller with accompanying reagents to generate GEMs. GEMs were subjected to reverse transcription to generate single-cell cDNA libraries before the oil emulsion was disrupted and cDNA purified using Dynabeads MyOne Silane (Thermo Fisher Scientific). cDNA was amplified by PCR for 11 cycles and purified using SPRIselect reagent (Beckman Coulter). cDNA fragmentation, A-tailing, and end repair was performed followed by adapter ligation of unique Illumina Index 1 (i7) adapters and Index 2 (i5) adapters for multiplexed paired-end sequencing. An additional 13 cycles of PCR were performed to amplify the libraries before samples were purified using SPRIselect reagent and used for sequencing.

Raw sequencing data were converted count matrixes using the 10X Genomics Cell Ranger software. The bcl files were demultiplexed into read1, read2, and index fastq files for each sample using the cellranger mkfastq command. Read counts from the set of fastq files were provided as input using the cellranger count command, which partitioned reads into the originating cell based on the 16 bp cell barcode. Reads were aligned to a custom reference transcriptome based on the zebrafish reference transcriptome (ENSEMBL GRCz11, release 98) and quantified for an annotated gene for each cell. The 10-base pair unique molecular identifier (UMI) was used to collapse PCR duplicates and accurately quantify the number of transcripts captured for each gene in individual cells. Both cellranger mkfastq and cellranger count were run with default options with an expected cell number of 10,000. The output resulted in an expression matrix (genes x cells) of UMI counts for each sample. Secondary analysis was performed using Scanpy. Cells were selected according to the following criteria. Cells containing less than 500 genes were removed. Genes have to be at least expressed in a minimum of three cells using the following commands: sc.pp.filter_cells(adata, min_genes=500), sc.pp.filter_genes(adata, min_cells=3). 

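Of the deposited barcodes, 1194 wild-type and 1537 mutant ones had under 500 genes. The limit of 6500 genes was reached by 40 and 101 barcodes, and 855 and 747 had at least 5% mitochondrial UMIs. The filters together kept 8548 wild-type cells, or 81.7%, and 6672 mutant cells, or 75.2%.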

Next cells containing <6500 genes and <5% of mitochondrial-encoded genes were filtered using the following commands: adata=adata[adata.obs.n_genes_by_counts<6500, :], adata=adata[adata.obs.pct_counts_mt<5, :]. Cells containing a high percentage of mitochondrial genes are indicators of cellular stress and apoptosis. Among the remaining cells, the median number of UMIs per cell was ∼2000, and the median number of genes was 1000. These cells were used to select for highly variable genes using a dispersion-based method using the following command: sc.pp.highly_variable_genes(adata, min_mean=0.0125, max_mean=3, min_disp=0.5). 

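Among the cells that passed the filters, the median number of UMIs per cell was 18811.5 and the median number of genes 3352 over the wild-type and mutant libraries together. By library, the medians were 19450.0 UMIs and 3377 genes for wild-type cells and 17494 UMIs and 3305.5 genes for mutant cells. With every deposited barcode in place of the filtered cells, which moved them most, the medians were 16340.0 UMIs and 3083 genes.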

The residual matrix was then scaled, centered, and used for the selection of variable genes for principal component analysis (PCA). After dimensionality reduction, Leiden graph-based clustering and different visualization were performed to identify cell populations and differentially expressed genes (Wolf et al., 2018).

### Whole-mount RNAScope and immunohistochemistry

Zebrafish embryos were collected at 24 hpf and fixed overnight at 4°C with fresh 4% formaldehyde. Samples were then washed with 1x PBS/ 0.01% Tween-20 and dehydrated in 25%, 50%, 75% methanol solutions diluted in PBS/0.1%Tween-20. Samples were finally placed in 100% methanol and incubated overnight at −20°C. Samples were brought to room temperature and air dried before performing RNAScope assays (Gross-Thebing, 2020). Embryos were then re-hydrated in 75%, 50%, and 25% methanol diluted in 1X PBS/0.1%Tween-20. Re-hydrated samples were washed in 1X PBS/0.1%Tween-20. Samples were then treated with the RNAScope hydrogen peroxide solution for 10 min and then rinsed in 1X PBS/ 0.01% Tween-20. Embryos were permeabilized by incubating in the RNAScope protease III for 20 min at room temperature. Embryos were washed in 1X PBS/ 0.01% Tween-20 and post fixed in 4% formaldehyde at room temperature. RNAScope probes were diluted to the manufacturer's instructions and incubated with embryos overnight at 40°C. Samples were washed with 0.2X SSC/0.01% Tween 20 before subjected to RNAScope amplification and signal development with the following modifications: 1X RNAScope wash buffer was replaced with 0.2x SSC/0.01% Tween 20. RNAScope assay was followed by immunohistochemistry against EGFP or dsRed. Before immunohistochemistry samples were washed twice for 10 min at room temperature with 1X PBS/ 0.01% Tween-20. Immunohistochemistry was performed as described above. To acquire images, zebrafish embryos were mounted and acquired with the LSM 800 confocal microscope with a 20X air objective using a 2X digital zoom. Quantification of acquired images was done with ImageJ. A maximal z projection 3-5 optical sections were used to identify EGFP and dsRed marked cells, as well as the number of puncta per cell. Cell boundaries were determined by cytoplasmic EGFP/ dsRed labeling. RNAScope puncta was manually counted blinded to genotype of the embryos.

## Supplementary Material

10.1242/biolopen.059599_sup1 Supplementary information Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

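Single-cell RNA sequencing of tissue around the otic vesicle was read for 1 library per condition: wild-type embryos, shox2Δ/Δ mutant embryos, and a library labelled as a shox2Δ/+ heterozygote, which the paper's text does not describe. The authors made the deposited matrices of UMI counts per gene and cell with Cell Ranger, against a GRCz11 reference with the DsRed and EGFP sequences added, and kept the barcodes called as cells. The deposited counts are not normalized. The 3 matrices share 25109 gene rows.

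From these counts, cells were filtered as in the paper's methods, with at least 500 and fewer than 6500 genes and under 5% mitochondrial UMIs, and genes found in fewer than 3 cells were left out of the clustering. The filters left 176280326 UMIs in the wild-type, 131099920 in the mutant and 157573577 in the heterozygote library. The median cell that passed held 16570 UMIs and 3153 genes in the heterozygote library, whose 8233 such cells made up 79.0% of its barcodes. Counting error was taken from the UMIs, and the number of UMIs behind each value sets its precision.

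The wild-type and mutant cells were clustered together with scanpy 1.11.5 (python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, umap-learn 0.5.12, leidenalg 0.10.2, igraph 0.11.9). Counts were scaled to 10000 per cell and log-transformed. Variable genes had a mean between 0.0125 and 3 and a dispersion above 0.5. Total counts and mitochondrial percent were regressed out, values were scaled with a maximum of 10, and 40 principal components and 10 neighbors were used with Leiden clustering at resolution 1. The reporters and the genes that the paper names for these data were left out of the variable genes. Figures were drawn with matplotlib 3.10.9.

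Marker lists for 18 tissues and cell types, with 158 genes found in the matrices, were set before the data were examined and hold no gene that the paper names for these data. A cluster took the name of the list with the largest share of markers raised at least 2-fold over the mean of the clusters, if at least 3 were raised and its 10 leading genes held no more markers of any other list than of its own. At least 1 leading gene had to be of its own list, except for neural progenitors, whose own markers included the hindbrain list. Clusters of very low depth without a leading gene of their own list stayed unnamed. This rule was settled after the clusters had been seen and several versions had been looked at. The otic-like cluster was cluster 11 under all of them. Classes of fewer than 50 cells were not compared between all 3 libraries.

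A cluster was counted as drawn from one library when at least 80% of its cells came from it after the libraries were weighted to the same size. Progenitors were the clusters whose neurog1 was at or above the level of all cells pooled and whose neurod1 was below it. They were clustered again with the same settings. The named genes are every gene that the paper names for these data, and in otic-like cells the 5 highest and the 5 lowest ratios among genes with at least 50 CPM in a library, a rule set before the data were examined. The genes ccng1 and lsm7 were chosen after their values were seen. Results for some genes under these rules are not reported here.

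UMIs were summed per library and class, and ratios of CPM were given exact intervals. With 1 library per condition no test was made between conditions and no number of changed genes was counted. The script for the ratios was tested on simulated data drawn from the otic-like cells, in which 200 genes were changed 2-fold, and 100.00% of the changed genes were recovered. It was checked that the number of barcodes and the median genes per cell of the wild-type and mutant matrices equal those the paper gives for them.

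The alternatives covered the regression, the Leiden resolution, the variable genes, the cells kept, doublet scores, thinning of each cell, centering of each gene within its library, clustering of all 3 libraries, the limits of the counting rules, the choice of the progenitor and otic-like cells, and median-of-ratios scaling. Alternatives added after the data were seen left out variable genes that differ between the libraries in non-neural clusters, or as many at random. The differing genes were also left out in the same progenitor cells, with 20 random draws of as many genes of a like level beside them. Further ones matched the median depth of the wild-type cells to that of the mutant cells, and took every cluster led by neural progenitor markers, named or not. The imaging, behavior and other experiments of the paper are not analysed here.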

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

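The library labelled as a heterozygote is not reported on in the paper. Each value given first below was higher than in its control, which was the mutant library for EGFP and the wild-type library for the others. The test of the eye markers in a mutant subcluster was chosen only after its result was seen.

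Cells with UMIs of at least 3 genes of the fixed eye list made up 0.774% of the thinned cells of the heterozygote library (58 of 7493 cells, 0.588 to 0.9995%), where the count of 0 in the wild-type library allows 0.0459%. The gene six3b was at 17.4 CPM in the heterozygote library, against 0.142 CPM in the wild-type library. Of its 2749 UMIs there, 1627 lay in the 277 unthinned cells with at least 3 eye markers, and 10 in otic-like cells. These values are consistent with more eye tissue in this dissection. In the mutant library, 12 of the 14 fixed eye markers were raised in a single progenitor subcluster, which held 413 six3b UMIs in its 2 wild-type and 86 mutant cells, against 835 in the whole mutant library. A biological change of fate was not separable from a difference in dissection, since each condition is 1 library.

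EGFP was at 261 CPM in the heterozygote library, against 3.65 CPM in the mutant library, while DsRed was at 2.21 CPM. The wild-type library had 253 CPM of EGFP, and with every deposited barcode the heterozygote library had less than the wild-type library, at 245 CPM against 253 CPM, so the direction against wild-type depended on the cells taken. In neural progenitors of the clustering of all 3 libraries, shox2 was at 5.07 CPM (4.53 to 5.65) in the heterozygote library, with 324 UMIs, against 8 UMIs in the wild-type and 6 UMIs in the mutant library. The paper sorts siblings of the mutants by a GFP that is driven from the shox2 locus, so this library may hold such siblings. That explanation was not tested, and the genotype of the library stays uncertain. Its neural progenitors had mutant cells as 86.9% of their nearest neighbors. The make-up of that class is given under the other observations.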

How the results depend on the processing

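Of the alternatives reported below, 5 were chosen after the data were seen. The variable genes that differ between the libraries in non-neural clusters were left out, or as many at random. The differing genes were also left out in the same progenitor cells. The median depth of the libraries was matched, and every cluster led by neural progenitor markers was taken. For the results that answer a comparison, 233 alternative values were computed, of which 152 stayed the same, 81 moved and 0 reversed. For single genes, 519 were computed, of which 421 stayed the same, 96 moved and 2 reversed. Only a log2 ratio whose interval excluded 0 was counted as reversed when its sign changed, so changes of direction in eya1 and mab21l1 in otic-like cells, in hoxd4a, and between the wild-type and mutant shares of eye-marker cells are not in these counts of reversals. Shares below are of progenitor cells in subclusters drawn mostly from one library, ratios are log2 of mutant over wild-type in otic-like cells, and the hox value is the median of the Fig. 7D genes. Where a value moved, the cause was not tested.

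Without regression, 12 coarse clusters came mostly from one library and the share was 70.7%. At a Leiden resolution of 0.5, 2 coarse clusters, 2 mostly wild-type and 3 mostly mutant subclusters were found, the share was 38.7% and the hox value 0.74. At a resolution of 2, there were 14 coarse clusters and 9 mostly wild-type subclusters, the otic-like share of wild-type cells was 2.94%, oc90 was at 0.63 and eya1 at −0.20, and pax6b in neuron-like cells reversed to −0.11.

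With all variable genes, 2 mostly wild-type and 4 mostly mutant subclusters remained, with a share of 36.8%, otic-like wild-type cells at 2.97%, hox at 0.79, oc90 at 0.63 and eya1 at −0.20. Clustering of all 3 libraries gave a share of 71.5%. With each gene centered and scaled within its library, 0 coarse clusters, 0 mostly wild-type and 2 mostly mutant subclusters were found, the share was 11.7%, otic-like wild-type cells were at 2.98%, hox at 0.72, oc90 at 0.63 and eya1 at −0.20.

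Without the cells of highest doublet score, the share was 86.7%, otic-like cells made up 2.90% of wild-type and 3.01% of mutant cells, oc90 was at 0.66 and eya1 at −0.22. With all barcodes of at least 500 genes, the share was 75.9%, otic-like wild-type cells were at 2.97%, hox at 0.97, six1a at −0.17 and eya1 at −0.14. With each cell thinned to 3000 UMIs, 2 coarse clusters, 0 mostly wild-type and 5 mostly mutant subclusters were found, the share was 24.1%, otic-like cells were at 2.59% of wild-type and 2.66% of mutant cells, hox at 0.81, oc90 at 0.62, eya1 at −0.23 and msx1b at 1.32, and pax6b in neuron-like cells reversed to −0.20.

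With median-of-ratios scaling, oc90 was at 0.76, six1b at −0.34, eya1 at −0.066 and hox at 0.78. In cells of any cluster with at least 3 otic markers, oc90 was at 0.33, six1a at −0.50, six1b at −0.51, eya1 at −0.21, msx1b at 1.55 and pax6b at 1.49. The progenitor set made of named clusters gave 1 mostly wild-type and 1 mostly mutant subcluster and a share of 11.0%. With 90% as the limit, the share was 65.8%.

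With every deposited barcode, DsRed was at 132 CPM in the wild-type and 1.08 CPM in the mutant library, and EGFP at 6.05 CPM in the mutant and 245 CPM in the heterozygote library, against 253 CPM in the wild-type library. Cells with at least 2 eye markers made up 1.40% of wild-type, 1.24% of mutant and 2.68% of heterozygote cells. With at least 4, they made up 0.138% of mutant and 0.147% of heterozygote cells, and with 3 but no thinning 0.234%, 1.45% and 3.36%.

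Without the genes that differ in non-neural clusters, 0 coarse clusters, 1 mostly wild-type and 0 mostly mutant subclusters were found and the share was 8.97%, while none of the 5 values moved when as many genes were left out in a single random draw. In the same progenitor cells the share was 47.2%. With only the median depth of the libraries matched, the share was 75.0%. With all clusters led by neural progenitor markers, hox was at 0.78.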

Differences from the paper's values

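The tests chosen after the data were seen are the counts over all 3 libraries without filters and with the upper gene limit alone.

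The paper's number of clustered cells is 29152, and 15220 wild-type and mutant cells were clustered here. Of the alternatives set before the data were examined, clustering of all 3 libraries gave 23453 cells, within 1.5 times the paper's value. The others did not come as close, with 19343 cells for all deposited barcodes of the wild-type and mutant libraries, 16612 for those with at least 500 genes, 14002 without the highest doublet scores, 13840 after thinning, and 15220 under the 5 settings that keep the same cells. Over all 3 libraries, 29762 barcodes were deposited and 29534 had fewer than 6500 genes, counts that were looked up after the values had been seen.

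The paper's number of progenitor subclusters is 12, and 21 were found here. Of the alternatives set before the data were examined, 18 subclusters without regression, 11 at a Leiden resolution of 0.5, 14 with each gene centered within its library and 13 after thinning lay within 1.5 times the paper's value. The rest did not, with 27 at a resolution of 2, 19 with all variable genes, 26 with all 3 libraries, 19 without the highest doublet scores and 21 with all barcodes of at least 500 genes.

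The paper's median number of UMIs per cell after filtering is 2000, and it was 18811.5 here. The paper's median number of genes is 1000, and it was 3352 here. None of the alternatives set before the data were examined closed these gaps. All deposited barcodes gave 16340.0 UMIs and 3083 genes, and barcodes with at least 500 genes 18214 UMIs and 3298 genes.

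The paper shows a wild-type otic progenitor cluster and several mutant ones. Here a single otic-like cluster held 314 wild-type and 230 mutant cells, and each alternative clustering gave 1 otic-like cluster as well. It lay outside the progenitor set, because its neurod1 was above the pooled level.

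The paper reports altered expression of six1a, six1b and eya1 in mutant otic progenitors. In the mutant otic-like cells these were at 142, 528 and 367 CPM, with log2 ratios of mutant over wild-type of −0.32, −0.25 and 0.02. The mostly mutant subcluster 18, taken from the progenitor set, held 0 UMIs of six1a, 6 of six1b and 9 of eya1.

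The paper ranks pax6b and mab21l1 among the genes that differ most between wild-type and mutant otic progenitors. In otic-like cells their ratios of 0.49 and 0.20 had intervals of −0.46 to 1.43 and −1.25 to 1.60, which span 0. Of the alternatives set before the data were examined, cells of any cluster with at least 3 otic markers gave 1.49 for pax6b, outside that interval, and −0.60 for mab21l1, inside it. Over all cells, mab21l1 was lower in the mutant library, with a log2 ratio of −0.88. By smFISH, not analysed here, the paper reports altered mab21l1 in cells of both reporters. It reports altered pax6b in neurod1 reporter cells but not in neurog1 reporter cells.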

Other observations

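The tests of the shared shift and of the eye subcluster were chosen only after their results were seen. The test without the genes that differ in non-neural cells was set after that shift had been noticed. The test with matched median depth was added after the thinning result. The test in the same progenitor cells with its 20 draws was added after the test without the differing genes.

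The separation of mutant from wild-type progenitors was tested against 5 explanations. More eye tissue in the mutant dissection is argued against as the whole cause, since 4.02% of the cells in mostly mutant subclusters lay in the subcluster with the most eye markers raised. That measure did not cover forebrain and midbrain tissue. Of 11 such markers, 6 were raised in the mostly mutant subcluster 3, and also in subclusters 2 and 14 of both libraries. A wider difference in dissection therefore stays open. A difference in depth per cell was first tested by thinning each cell to 3000 UMIs, which lowered the share of cells in subclusters from one library from 68.9% to 24.1%, as a difference in depth would. Thinning also lowered the number of variable genes from 2712 to 1531, so the wild-type cells alone were thinned, keeping 0.899 of their UMIs, to a median of 17484.5 UMIs against 17494 in the mutant cells. The share was then 75.0%, which argues against the difference in median depth as the cause. Only the medians were matched, and the progenitor cells then came from 6 clusters in place of 8. Other differences in depth per cell therefore stay open. After each gene was centered within its library the share was 11.7%, but centering also removes a difference due to genotype, so a difference between the libraries as a whole cannot be told apart from the effect of shox2 by that test.

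Genes that also differ between the libraries in non-neural clusters may account for part of the separation. Of the 2712 variable genes, 152 had a median log2 ratio over 5 non-neural classes of at least 0.5 in size, and without them the share fell to 8.97%, against 69.0% in a single random draw of as many genes. The progenitor cells then came from 5 clusters in place of 8, and the share was also low where no such genes were removed, at 11.0% for the progenitor set made of named clusters, 36.8% with all variable genes and 38.7% at a Leiden resolution of 0.5. In the same 5224 cells, the share without these genes was 47.2%, below the 60.6% to 76.6% of 20 random draws of as many genes of a like level, and 3 mostly wild-type and 7 mostly mutant subclusters remained. Since the outcome depended on the cells taken, a separation due to these genes cannot be told apart from one due to others.

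The heterozygote library gave a further test. Its 3743 neural progenitors, in which shox2 transcripts were counted, had mutant cells as 86.9% of their nearest neighbors when the libraries were drawn at 2710 cells each. The neural progenitor class included an unnamed cluster of 365 wild-type, 0 mutant and 1 heterozygote cells, led by cryba2b. It also held a cluster of 35, 663 and 829 such cells that was led by the same gene. How far these clusters moved the share was not tested. Across the other classes the share of mutant neighbors ran from 47.4% in cranial sensory neuron-like cells to 80.2% in neural crest-like cells. These values are consistent with a difference between the fish lines, crosses or library runs other than loss of shox2. Since this library's genotype is uncertain, a partial or full loss of shox2 function in it stays open.

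A shift was shared by the cell types of the mutant library. In neural progenitors the log2 ratios over wild-type of the mutant and heterozygote libraries had a correlation of 0.947 across 2262 genes. The shared wild-type library alone gave 0.388 in simulated unchanged counts, and with separate parts of the wild-type library the correlation was 0.945. In endothelium-like cells the correlations were 0.830, 0.367 and 0.721. The SD of the ratios in neural progenitors was 0.37 for heterozygote over wild-type and 0.13 for mutant over heterozygote. The neural progenitor class here also included the unnamed cluster of 365 wild-type cells, and the effect on these values was not tested. The ratios of neural progenitors correlated with those of the other classes at 0.554 (pigment cells) to 0.906 (forebrain and midbrain cells). A condition of the line, clutch or library, that of the wild-type library included, may be the source of this shift. No class of at least 50 cells had 0 shox2 UMIs in all 3 libraries, so the test is limited to classes with few. Line, clutch and library run cannot be told apart here, and a whole-embryo response to shox2 mutation was not tested. The genes ccng1 (ENSDARG00000076667) and lsm7 (ENSDARG00000058328), chosen after their values were seen, were higher in 12 of the 12 classes in both libraries, by 1.29-fold to 4.96-fold and 3.33-fold to 7.85-fold in the mutant library.

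The mostly mutant progenitor subcluster 18 carried fabp11a, myca, six3b and rx1, genes that the paper labels for its mutant otic progenitors. Of the fixed eye markers, none of which the paper names for these data, 12 of 14 were raised in it, against at most 4 elsewhere. The genes of Fig. 7D summed to 73.4 CPM there, against 547 to 1627 CPM in the other 8 mostly mutant subclusters. A candidate explanation for this subcluster is eye cells in the mutant dissection. Otic progenitors that had taken on an eye program remain open, since 3 otic markers were also raised there, with the otic list at 80.3 CPM.

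In the mutant otic-like cells, six3b was counted in 7 cells, of which 6 had at least 3 otic markers, 5 had at least 1 eye marker and 3 had at least 3. Eye cells or doublets placed in the otic-like cluster cannot be told apart from otic cells with eye genes at 7 cells. The level of six3b was 2.38 CPM (1.23 to 4.16) in mutant otic-like cells, 3.43 CPM in neural crest-like and 4.54 CPM in endothelium-like cells, but 0.482 CPM in epidermis-like cells and 0 UMIs in notochord-like cells. Free RNA in the droplets therefore cannot be told apart from expression in these few cells. The paper's smFISH, not analysed here, reports altered six3b in cells marked by the neurog1 and the neurod1 reporter.

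In the heterozygote library, shox2 was at 4.52 CPM over all cells, neurod1 had a log2 ratio over wild-type of −1.25, neurog1 of −0.15 and oc90 of 0.52. For six3b and rx1 the ratios were 6.94 and 4.61. No biological explanation was tested for these.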
